# JANUS, a spliceosome-associated protein, promotes miRNA biogenesis in Arabidopsis

**DOI:** 10.1093/nar/gkad1105

**Published:** 2023-11-22

**Authors:** Mu Li, Huihui Yu, Bangjun Zhou, Lu Gan, Shengjun Li, Chi Zhang, Bin Yu

## Abstract

MicroRNAs (miRNAs) are important regulators of genes expression. Their levels are precisely controlled through modulating the activity of the microprocesser complex (MC). Here, we report that JANUS, a homology of the conserved U2 snRNP assembly factor in yeast and human, is required for miRNA accumulation. JANUS associates with MC components Dicer-like 1 (DCL1) and SERRATE (SE) and directly binds the stem-loop of pri-miRNAs. In a hypomorphic *janus* mutant, the activity of DCL1, the numbers of MC, and the interaction of primary miRNA transcript (pri-miRNAs) with MC are reduced. These data suggest that JANUS promotes the assembly and activity of MC through its interaction with MC and/or pri-miRNAs. In addition, JANUS modulates the transcription of some pri-miRNAs as it binds the promoter of pri-miRNAs and facilitates Pol II occupancy of at their promoters. Moreover, global splicing defects are detected in *janus*. Taken together, our study reveals a novel role of a conserved splicing factor in miRNA biogenesis.

## Introduction

MicroRNAs (miRNAs) are 20–24 nucleotide (nt) non-coding RNAs that regulate gene expression through directing messenger RNA (mRNA) degradation and/or translational repression in both plants and animals (1–4). They have been implicated in various biological processes such as proliferation, differentiation, development, and stress responses (5–8). Most miRNAs are generated from primary miRNA transcripts encoded by the DNA-dependent RNA polymerase II (Pol II) dependent genes (*MIRs*) (9). In plants, the RNase III enzyme DICER-LIKE 1 (DCL1) forms a complex with SERRATE (SE; a C2H2 zinc finger protein), HYPONASTIC LEAVES 1 (HYL1; a double-stranded RNA-binding protein) and TOUGH (TGH, an RNA-binding protein) to co-transcriptionally process pri-miRNAs in the nucleus (10–14). After processing, miRNAs are 2′-O-methylated by the RNA methyltransferase HUA ENHANCER 1 (HEN1), loaded into the effector protein AGONAUTE 1 (AGO1) in the nucleus and exported to regulate target gene expression (15–21).

Multiple protein factors are dynamically associated with the DCL1 complex to regulate its activity and/or assembly. Notably, some these protein factors also contribute to pri-miRNA transcription or stability. Based on their functions, these protein factors can be divided into three groups. CBP80/20 (22–24), MOS2 (25), PNP1 (26), SICKLE (27), STA1 (28), TGH (12), THO1 (29) and THO2 (30) belong to one group, which contribute to efficient pri-miRNA process without effecting pri-miRNA transcription or stability. The second group includes CDC5(31), NOT2 (32), Elongator (33), MAC7 (34), PP4 (35), SMA1 (36), STV1 (37), THP1 (20) and CHR2 (38). These proteins modulate both pri-miRNA transcription and processing, suggesting that pri-miRNA transcription and processing are coordinately regulated. The third group contains HYL1 (39), SE (10), SEAP1 (40), DDL (41), MAC3 (42), PRL1 (43), MAC5 (44) and RACK1 (45). This group proteins play important roles in both pri-miRNA processing and stability, indicating that miRNA biogenesis is interconnected with general RNA metabolism. Moreover, regulation of miRNA biogenesis also occurs at post-translational levels. For instance, HYL1 activity and stability are modulated by phosphorylation and dephosphorylation (46–50) while SE phosphorylation triggers its degradation by 20S proteosome (51,52).

Splicing Factor 3B 4 (SF3B4)/Splicesome-associated protein 49 (SAP49) from mammals and its yeast counterpart Human Sap Homolog 49 (HSH49) are conserved spliceosome-associated proteins (53–55). They bind U2 small nuclear RNA (U2 snRNA) and are required for U2-snRNP assembly (56,57). SF3B4 also play important roles in transcription and translation of some genes in human (58–60). The Arabidopsis SF3B4 homolog named as JANUS has been shown to control pattern formation during early embryogenesis through modulating the transcription of WOX2 and PIN7 (61). However, its function in RNA metabolism remains largely unknown.

Here we report that JANUS plays important roles in miRNA biogenesis. JANUS interacts with DCL1 and SE, and directly binds the stem-loop of pri-miRNAs. The hypomorphic *janus* mutation reduces the activity of the DCL1 complex, causes reduced accumulation of miRNAs, and impairs the interaction of HYL1 with pri-miRNAs and the localization of HYL1 in the D-body, suggesting that JANUS may facilitate miRNA biogenesis by promoting the assembly of the DCL1 complex and the loading of pri-miRNAs into the DCL1 complex. Moreover, JANUS facilitate pri-miRNA transcription since the occupancy of Pol II at *MIR* promoter and *MIR* promoter activity are reduced in *janus*. Based on these observations, we propose that JANUS is a DCL1-associated protein that coordinates pri-miRNA transcription and processing.

## Materials and methods

### Plant materials and growth condition

The CS16053 (*janus-1*) line is in the Columbia (Col-0) background and was obtained from the Arabidopsis Biological Resources Center (ABRC). All plants were grown at 22°C with 16-h light and 8-h dark cycles. The primers used for genotyping are listed in Supplementary Table S1.

### Plasmids construction

*JANUS* cDNA was amplified by RT-PCR, cloned into pENTR/SD/D-TOPO, and subsequently cloned into pEarlyGate203 to generate the *p35S::MYC-SEAP1* plasmids, respectively. The artificial miRNA was designed using WMD3 (http://wmd3.weigelworld.org/cgi-bin/webapp.cgi). A synthetic fragment containing the artificial miRNA sequence and *MIR164A* backbone was cloned into pENTR/SD/D-TOPO, and subsequently cloned into pMDC32. The construct for CRISPR/Cas9-induced *JANUS* mutation was generated with binary vector pHEE401 using BsaI (NEB) and T4 ligase (NEB) according to the method described previously (62). To construct cCFP-JANUS, JANUS cDNA was PCR amplified and cloned into pSAT4-cCFP-C vector. Then, the *pro35S::cCFP-JANUS* fragment was released by I-SceI restriction enzyme digestion and subcloned to pPZP-RCS2-ocs-bar-RI vector. The construction of nVenus-DCL1, nVenus-HYL1, nVenus-SE, nVenus-CDC5, and nVenus-AGO1 was described previously (12). A 4.5 kb genomic fragment containing the *JANUS* promoter and coding regions was PCR amplified from wild-type plants, inserted into pENTR/SD/D-TOPO (K242020, Thermo Fisher Scientific), and subsequently cloned into the binary vector pEarlyGate 303 (63) to generate *pJANUS::JANUS-MYC*. The primers are listed in Supplementary Table S1.

### Complementation assay

The *pJANUS::JANUS-MYC* plasmid was transformed into *janus-1* and *janus-2*,and transgenic plants were identified through screening for Basta resistance.

### Gus histochemical assay

To visualize GUS expression, samples were immersed in the GUS staining solution (1 mM 5-bromo-4-chloro-3-indoly-β-d-glucuronic acid, 100 mM NaPO_4_ buffer, 3 mM each K_3_Fe(CN)_6_/K_4_Fe(CN)_6_, 10 mM EDTA and 0.1% NP-40) at 37°C for 5 h in the dark as described (42). The stained samples were treated with 70% ethanol to remove chlorophyll before imaging. Leaf surfaces were visualized with standard scanning electron microscopy preparative techniques.

### RNA extraction, RT-PCR, and quantitative RT-PCR

Total RNAs from inflorescences were extracted with TRI reagent (Molecular Research Center). To perform RT-PCR, total RNAs were treated with DNase I (Thermo Fisher Scientific) followed by reverse transcription using M-MLV reverse transcriptase (Promega) with oligo-d(T) primers according to manufacturer's instructions. RT-qPCR was performed using iCycler apparatus (Bio-Rad) with Accuris Instruments PR2000-N-100 Qmax Green Real Time PCR Mix. The primers are listed in Supplementary Table S1.

### Small RNA sequencing

Small RNA libraries were prepared using total RNAs extracted from inflorescences. Two biological replicates were performed. After sequencing, miRNAs are analyzed as described (12). After removing reads aligned to t/r/sn/snoRNA, the total numbers of perfectly aligned reads were used for normalization (Nobuta *et al.*, 2010).miRNA abundance was compared by using EdgeR with trimmed mean of M values normalization method (64). The dataset was deposited into National Center for Biotechnology Information Gene Expression Omnibus (Col-0 accession numbers: GSM7164784 and GSM7164785; *janus* accession numbers: GSM7164786 and GSM7164787).

### Differential gene expression and differential splicing analyses

RNA libraries were prepared using total RNAs extracted from inflorescences following standard protocol. Two biological replicates were performed. After sequencing, mRNAs are are analyzed as described (4). Differential gene expression analysis was conducted using R package Ballgown (58). Stattest function in Ballgown was used to test differential gene expression between Col-0 and *janus*. Only the genes with standard deviation of expression larger than 1 among all samples were used in the analysis and the genes with statistic *Q*-value ≤0.05 were considered as differentially expressed genes. Differential mRNA splicing analysis was conducted using R package VaSP (59). Only the introns supported with at least 5 junction reads in at least 1 sample were considered, and only the genes with the average read coverage larger than 1 in all samples were used in the analysis. Student's t-test was employed to test the difference of 3S scores between Col-0 and *janus*. Genes with any intron at P-value ≤ 0.05 and fold change of 3S scores ≥2 were considered as differential splicing genes. The dataset was deposited into National Center for Biotechnology Information Gene Expression Omnibus (Col-0 accession numbers: GSM7164780 and GSM7164781; janus accession numbers: GSM7164782 and GSM7164783).

### BiFC assay

The constructs of cCFP-JANUS, with nVenus-DCL1, nVenus-HYL1, nVenus-SE, nVenus-CDC5 and nVenus-AGO1 were co-infiltrated in *Nicotiana benthamiana* (*N*. *benthamiana*) leaves. After 48 hours, YFP and chlorophyll autofluorescence signals were observed by a confocal microscopy (Nikon A1 HD25).

### Co-IP assay

To examine the interaction of JANUS with DCL1 and SE, JANUS-FLAG was transiently co-expressed with GFP-DCL1 or MYC-SE in *N. benthamiana* as described (12). The expression of these transgenes was directed by the 35S promoter. Total proteins of infiltrated leaves were extracted with an extraction buffer (50 mM Tris–HCl 8.0, 150 mM NaCl, 5% glycerol, 5% Triton X-100, 1 mM EDTA, 1× complete protease inhibitor cocktail and 1 mM phenylmethylsulfonyl fluoride). Immunoprecipitation (IP) was performed on protein extracts using anti-GFP (GTA-20, Chromotek) or anti-FLAG antibodies (A4596, Sigma) coupled to protein G agarose beads. After IP, proteins were separated on a 10% SDS-PAGE and detected with western blot using monoclonal antibodies against GFP (902602, Biolegend) or FLAG (A8592, Sigma). DCL1, SE and HYL1 proteins in Arabidopsis were detected with antibodies against DCL1 (Agrisera, AS122102), SE (Agrisera, AS09532A) and HYL1 (Agrisera, AS06136).

### RIP analyses

RIP was performed as described (12). A total of ∼4 g inflorescences of Col or transgenic plants harboring a *p35S::MYC-JANUS* transgene were cross-linked with 1% formaldehyde for 10 min. Then, glycine was added to quench the reaction for 10 min. Following this step, nuclei were extracted and lysed in 400 uL nuclei lysis buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1% SDS) by sonication five times. After debris was removed by centrifuge at 16000 × g for 10 min, equal amounts of proteins from various samples were diluted with RIP dilution buffer (16.7 mM Tris–HCl, 1.1% Triton X-100, 1.2 mM EDTA, pH 8.0, 167mM NaCl) and incubated with anti-MYC antibodies conjugated to protein G agarose beads or protein A/G agarose beads (for no-Ab controls). The immunoprecipitates were washed five times and then eluted with elution buffer (100 mM NaHCO3, 1% SDS) at 65°C. Following reversing cross-linking with proteinase K (Invitrogen) and 200 mM NaCl at 65°C, RNAs were extracted and used as templates for RT-PCR analyses. The primers are listed in Supplementary Table S1.

### ChIP assay

ChIP was performed using 14-day-old seedlings from Col-0 and *amiR^JANUS^* as described (Kim *et al.*, 2011). Anti-CTD antibody (ab817, Abcam) was used for immunoprecipitation. qPCR was performed on DNAs copurified with CTD antibody. The primers are listed in Supplementary Table S1.

## Results

### Identification of JANUS as a candidate acting in the miRNA biogenesis

We performed network analyses to identify candidate proteins involved in miRNA biogenesis in Arabidopsis using MAC5 as a bait, based on the fact that functionally related genes usually occur in the same gene network (65). The MAC5 network constructed with the STRING program (https://string-db.org) was consisted of known protein factors involved in miRNA biogenesis such as MAC3, PRL1, MAC7, CDC5 and others, and proteins acting in RNA metabolisms (Supplementary Figure S1A & B). From this network, we prioritized potential splicing-related proteins as our candidates since miRNA biogenesis is interconnected with RNA splicing processes. Among these candidates, we focused on JANUS (AT2G18510) because it plays essential roles in plant development (61) and (Supplementary Figure S2A–E), which is consistent with the role of miRNAs in controlling development.

In order to determine if JANUS could function in miRNA biogenesis, we analyzed JANUS interactome. We immunoprecipitated (IP) MYC-JANUS from transgenic plants harboring a *p35S::MYC-JANUS* transgene with anti-MYC antibodies, and performed mass spectrometry analyses. IP was also performed using the same anti-MYC antibodies with Col-0 as a negative control. JANUS pulled down several known protein factors involved in miRNA biogenesis including MAC3, MAC5, MAC7, CDC5, PRL1,STV1 and SE (Figure 1A), consistent with the result obtained from the functional network analysis of MAC5.

**Figure 1.**
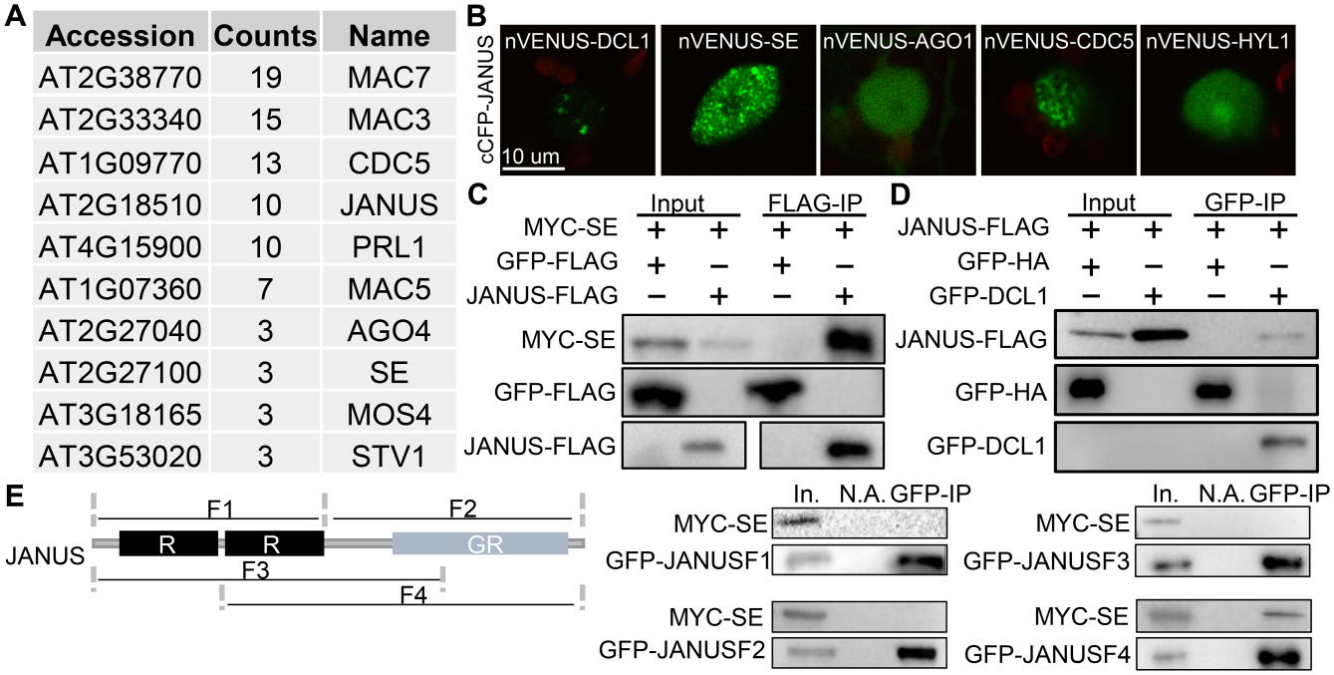
JANUS associates with DCL1 complex. **(A)** Protein factors identified from MYC-JANUS-associated proteins identified by mass spectrometry analysis. **(B)** Bimolecular fluorescence complementation (BiFC) analysis of JANUS with DCL1, HYL1, SE, AGO1 and CDC5. Paired cCFP- and nVENUS fusion proteins were co-expressed in *N. benthamiana*. Green color indicates the BiFC signal detected by a confocal microscopy at 48 h after infiltration. **(C)** Co-IP between JANUS-FLAG and MYC-SE. JANUS-FLAG or GFP-FLAG were co-expressed with MYC-SE in tobacco leaves. IPs were performed using anti-FLAG antibodies. JANUS-FLAG, FLAG and MYC-SE were detected by western blot. **(D)** Co-IP between JANUS-FLAG and GFP-DCL1. GFP-DCL1 or GFP-FLAG were co-expressed with JANUS-FLAG in *N. benthamiana*. IPs were performed using anti-GFP antibodies. JANUS-FLAG, GFP and GFP-DCL1 were detected by western blot. **(E)** Co-IP between truncated JANUS proteins and MYC-SE.JANUS protein contains two RNA recognition motifs (R) and a glycine-rich region (GR). Truncated JANUS proteins fused a GFP-tag at N-terminus. IPs were performed using anti-GFP antibodies. Truncated JANUS proteins and MYC-SE were detected by western blot.

### JANUS is associated with the DCL1 complex

Interestingly, SE was also identified as an interactor of JANUS, suggesting that JANUS may associate with the DCL1 complex (Figure 1A). To test this possibility, we performed Bimolecular fluorescence complementation (BIFC) assay to test the potential interaction of JANUS with DCL1, HYL1, SE, CDC5 and AGO1. JANUS was fused with the C-terminal fragment of cyan fluorescent protein (cCFP), and DCL1, HYL1, SE, AGO1 and CDC5 were fused with the N-terminal fragment of Venus (nVenus). Co-expression of cCFP-JANUS with nVENUS-DCL1, -SE or -CDC5 produced strong YFP signals which were localized at the discrete bodies (Figure 1B), while co-expression of cCFP-JANUS with nVenus-HYL1 or - AGO1 pairs produced weak and diffused YFP signals. These results indicated that JANUS might associate with these proteins. Next, we performed co-IP assay to confirm the association of JANUS with the DCL1 complex. We transiently co-expressed JANUS-FLAG with either MYC-SE or GFP-DCL1 in *N*. *benthamiana* and performed IP with anti-FLAG or anti-GFP antibodies. After IP, SE was detected in the JANUS-FLAG precipitates and JANUS-FLAG was detected in the GFP-DCL1 precipitates (Figure 1C and D). Taken together, interactome and co-IP analysis show that JANUS interacts with DCL1 and associates with SE in Arabidopsis.

We further determined the protein domains of JNAUS that JANUS-SE interactions. JANUS harbors two RNA-recognition motifs (R1 and R2) at N-terminus and a glycine-rich motif (Pro-Gly motif; PG) at C-terminus (Figure 1E). We co-expressed four different JANUS fragments named F1 (aa 1–185, covering R1 and R2), F2 (aa 186–363; covering PG), F3 (aa 1–275; covering R1, R2 and a portion of PG), and F4 (aa 98–363; covering RRM2 and a portion of PG) with SE, respectively, in *N. benthamiana* (Figure 1E). F4, but not F1, F2 and F3 co-IPed with SE (Figure 1E), suggesting that RRM2 followed by PG is necessary and sufficient to interact with SE.

### JANUS is required for miRNA accumulation

To evaluate if JANUS functions in miRNA biogenesis, we used a CRISPR/CAS9 system (62) to generate a weak allele of *JANUS*. In T1 generation, we obtained a hypomorphic *janus* mutant line, which contains a four-bp deletion in the seventh exon of JNAUS, and named it as *janus-2* (Figure 2A and B). The heterozygous *janus-2*/+ line was backcrossed to Col-0 for three times to remove the CRISPR/CAS9 transgene and other potential mutations. The resulting *janus-2* mutant displayed pleiotropic development defects such as smaller plant size, serrated leaves, and entirely abolished fertility (Figure 2C, Supplementary Figure S2D). Moreover, the pavement cells in *janus-2* were smaller than those in Col-0 as observed by scanning electronic microscope (SEM) (Figure 2D). Expression of a *pJANUS::JANUS-MYC* transgene fully recovered the developmental defects of *janus-2* (Supplementary Figure S2D and E). In addition, we found that down regulation of *JANUS* transcripts with an artificial miRNA (*amiR^JANUS^*) (Supplementary Figure S3A) also caused delayed growth of plants (Supplementary Figure S3B and C). These results demonstrated that JANUS is required for plant development.

**Figure 2.**
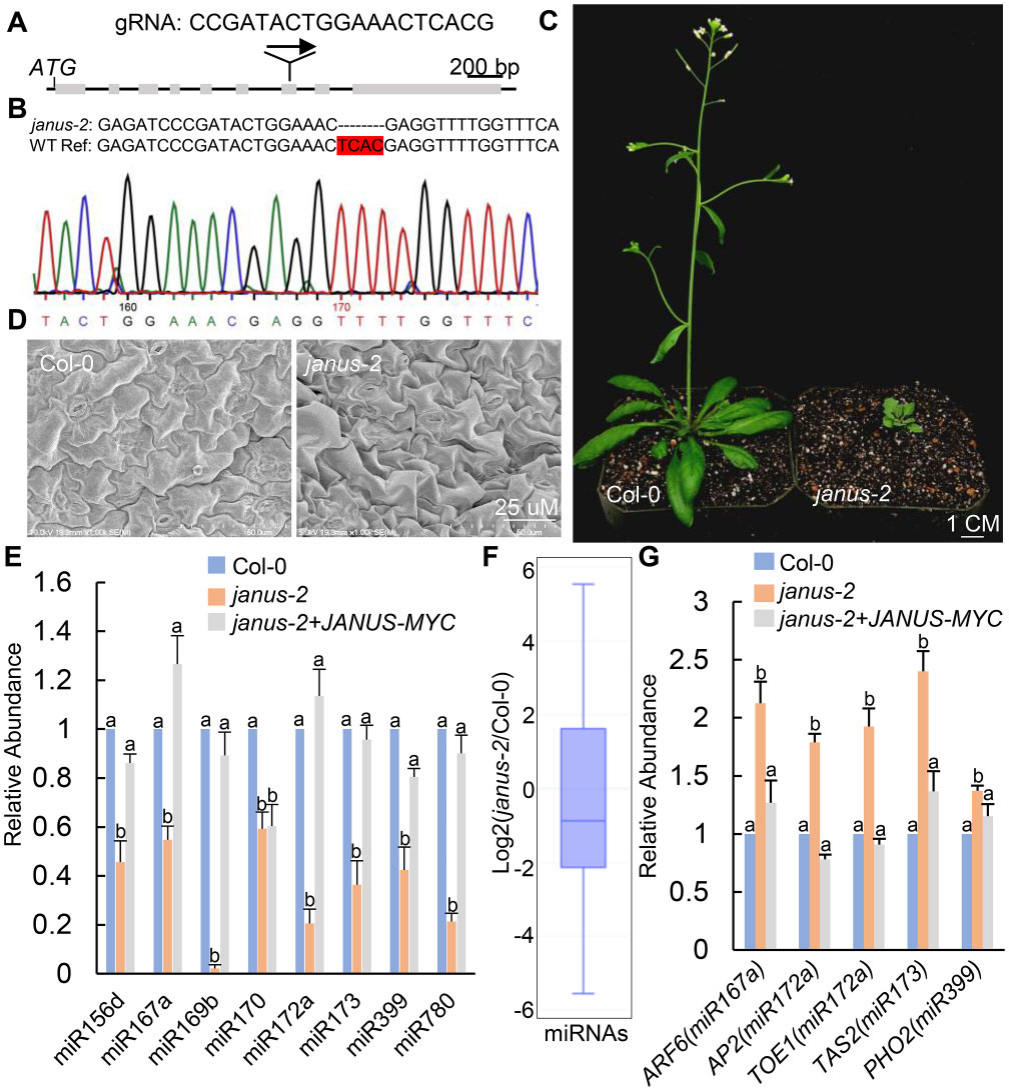
Hypomorphic *janus-2* mutation reduces miRNA accumulation. **(A)** SgRNA target site at *JANUS* gene. **(B)** Alignment of nucleotide sequences and sanger sequencing result at the target site in *janus-2*. The letters highlighted in red indicate four-bp deletion. **(C)** Five-week-old plants of Col-0 and *junus-2*. **(D)** Scanning electron microscopy of Col-0 and *junus-2* leaf surfaces. **(E)** The relative levels of miRNAs detected by RT-qPCR. miRNA levels in Col-0, *junus-2* and *junus-2* harboring the *pJANUS::JANUS-MYC* transgene. The levels of miRNAs were normalized to those of U6 RNAs and compared with Col-0 (set as 1). Different letters indicate significant difference determined by ANOVA (*P* < 0.05). **(F)** Small RNA sequencing analysis in Col-0 and *junus-2*. The miRNA abundance was calculated as reads per million, and a log2-transformed ratio of *junus-2*/Col-0 was plotted. **(G)** The levels of miRNA target transcripts in Col-0 *junus-2* and *junus-2* harboring the *pJANUS::JANUS-MYC* transgene detected by RT-qPCR. The levels of miRNA target transcripts were normalized to those of *UBQ5* and compared with Col-0 (set as 1). Different letters indicate significant difference determined by ANOVA (*P* < 0.05).

We next tested miRNA accumulation in inflorescences of *janus*-2. Indeed, reverse transcription quantitative PCR (RT-qPCR) analyses showed that several examined miRNAs were reduced in *janus-2* relative to Col-0 (Figure 2E). The miRNA levels were restored in *janus-2* harboring the *pJANUS::JANUS-MYC* transgene (Figure 2E). In addition, miRNA levels were also reduced in abundance in *amiR^JANUS^* relative to Col-0 (Supplementary Figure S3D). 

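Small RNA libraries were prepared from inflorescences of Col-0, the wild-type accession, and of janus-2, the hypomorphic CRISPR/CAS9 allele, in 2 biological replicates each. For each of these 4 libraries the authors deposited the number of reads counted on each of 427 mature miRNAs, as raw counts. The miRNA counts summed to 2160372 and 2043025 in the Col-0 libraries and to 2104474 and 1950664 in the janus-2 libraries. They were 3.52% (95% exact binomial interval 3.52% to 3.53%) and 2.94% (2.94% to 2.95%) of the aligned reads recorded in the same tables for Col-0, and 2.92% (2.91% to 2.92%) and 2.81% (2.80% to 2.81%) for janus-2. Reads shared by near-identical miRNAs are counted in more than 1 entry, so that these sums and shares do not give numbers of separate reads. The intervals treat each count as a separate read and are too narrow to that extent. They also leave out the spread between libraries. The paper normalized to the total of perfectly aligned reads after t/r/sn/snoRNA reads had been removed, and compared miRNAs with EdgeR after trimmed mean of M values (TMM) normalization. The deposited counts are not normalized, and the paper's text does not name whether they were made after the removal of t/r/sn/snoRNA reads. It refers to an earlier study for the analysis of the reads. Here the counts were scaled by TMM, with factors of 1.08 and 1.05 for Col-0 and 0.943 and 0.933 for janus-2. The 304 miRNAs that passed edgeR's filterByExpr filter on low counts were compared between genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The common coefficient of variation between replicates was 25.5%. Near-identical mature miRNAs take the same reads, so that the entries are not independent. Of the 304 tested miRNAs, 87 had another entry with counts within 10% of their own in all 4 libraries, and these 87 entries held 85.5% of all miRNA counts. A floor of 3 counts corresponds to between 1.39 and 1.54 CPM (counts scaled to the library size) in these libraries, before TMM scaling.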

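At an adjusted p of at most 0.05, 43 of the 304 tested miRNAs were lower and 55 were higher in janus-2 than in Col-0. The other 206 did not pass this threshold. The median log2 ratio of mean janus-2 CPM to mean Col-0 CPM (pseudocount 1) was 0.11. Without janus-2 replicate 2 it was 0.0029. It lay between 0.039 and 0.15 over the 4 pairings of a janus-2 library with a Col-0 library, and 133 miRNAs (43.8%) had a ratio below 0. TMM scaling takes most miRNAs as unchanged and would remove a fall shared by most of them. These counts and this median therefore cannot show whether miRNAs fell as a whole. The balance also depended on the scaling of the libraries. With the library divisors recovered from Supplementary dataset 1, 60 miRNAs were lower and 46 higher, and the median was -0.10. With scaling by all aligned reads, an alternative chosen after seeing the data, 83 miRNAs were lower and 43 higher, and the median was -0.22. All 43 miRNAs called lower with TMM were also called lower under both of these scalings. Supplementary dataset 1 lists 128 miRNAs, and the median log2 ratio of its values is the paper's -0.87 over the 124 miRNAs with a value above 0 in both genotypes. The other 4 have a value of 0 in janus-2. Of the 128 miRNAs, 121 were among the tested miRNAs, and they held 41 of the 43 lower and 45 of the 55 higher miRNAs. The median of the listed miRNAs with TMM scaling, a restriction also chosen after seeing the data, was -0.67, and the median thus moved more with the choice of miRNAs than with the scaling.

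**Figure D1:**
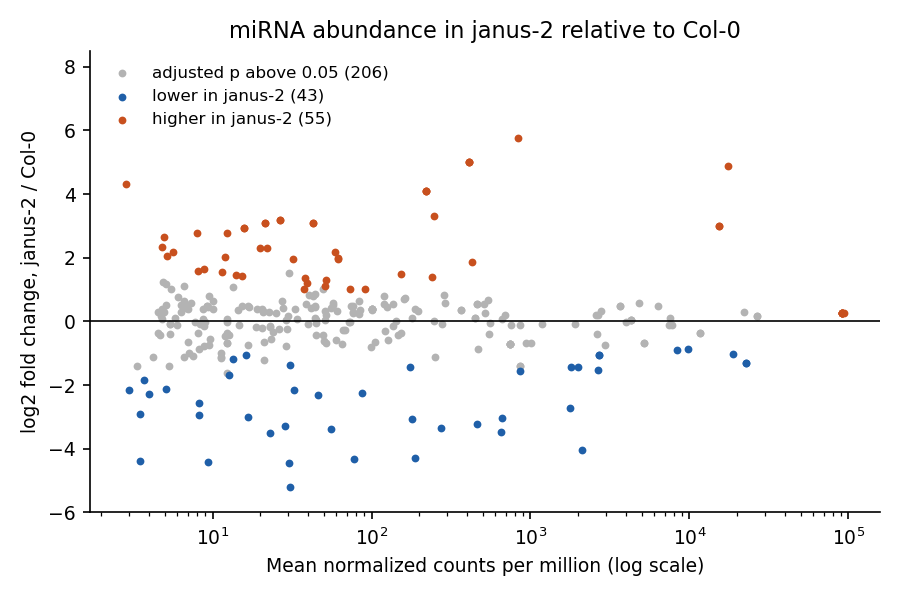
Log2 fold change of each of the 304 tested miRNAs in janus-2 relative to Col-0 (vertical axis) against its mean CPM over the 4 libraries (horizontal axis, log scale). Each point is a miRNA, with 43 lower in blue, 55 higher in orange and 206 with an adjusted p above 0.05 in grey.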

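Among the miRNAs that were also examined by RT-qPCR, miR167a-5p had 13202 ± 2442 CPM (SD, n = 2) in janus-2, with a log2 fold change of -1.30 (standard error 0.33 from DESeq2, adjusted p = 0.000386 from edgeR's quasi-likelihood test). For miR170-5p the log2 fold change was -1.05 (standard error 0.33, adjusted p = 0.0162 from edgeR), and for miR169b-5p, which had only 18 and 22 counts in the janus-2 libraries, it was -1.05 (standard error 0.55, adjusted p = 0.0423 from edgeR). The 2 entries of miR780 fell by 3.49 and 3.23 on the log2 scale (adjusted p = 0.00038 and 0.000909 from edgeR). In each of these entries both janus-2 libraries were below both Col-0 libraries. The paper's text does not name the arm measured by RT-qPCR. The other arms, miR167a-3p (-0.87, adjusted p = 0.115 from edgeR), miR170-3p (-0.058, adjusted p = 0.920) and miR169b-3p (-0.37, adjusted p = 0.494), were not past the threshold, except miR167a-3p with the divisors (-1.11) and with all aligned reads (-1.22). The log2 fold changes of miR156d-5p (-0.67, adjusted p = 0.152 from edgeR), miR156d-3p (-0.60, adjusted p = 0.171), miR172a (-0.15, adjusted p = 0.767) and miR399c-3p (-0.44, adjusted p = 0.428) did not pass the threshold. That of miR172a was 0.051 without janus-2 replicate 2. In both miR156d entries both janus-2 libraries were still below both Col-0 libraries. With scaling by all aligned reads, miR156d-5p passed the threshold at -1.01 (adjusted p = 0.0395 from edgeR), against an adjusted p between 0.0395 and 0.152 over the scalings. The value of miR173-5p was 0.66 (adjusted p = 0.216 from edgeR) and that of miR162a-3p was 0.22 (adjusted p = 0.556), the latter changing sign to -0.045 with the divisors of Supplementary dataset 1. The largest falls among miRNAs with a mean of at least 100 CPM were those of miR778 (log2 fold change -4.28, adjusted p = 0.000728 from edgeR), miR845a (-4.03, adjusted p = 0.000193) and miR780.1. Without janus-2 replicate 1 the values of these 3 were -5.91, -4.84 and -4.12, and without janus-2 replicate 2 they were -3.64, -3.60 and -3.15. Another mix of cells in the sterile janus-2 flowers stays open for the falls of these and of the RT-qPCR miRNAs, and was not tested. The largest rises were those of miR843 (5.76, adjusted p = 1.51e-05 from edgeR) and of miR395e and miR395a (both 5.02, adjusted p = 0.00017), which share nearly all their reads. The entry miR395d has the same counts as miR395a and is tied with it. The value of miR395e was 5.93 without Col-0 replicate 1 and 4.47 without Col-0 replicate 2. The entries miR398b-3p and miR398c-3p, which have identical counts, rose by 2.98 on the log2 scale (adjusted p = 6.53e-06 from edgeR). From the RT-qPCR and the sequencing of miRNAs, the paper concludes that JANUS is required for miRNA accumulation.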

Illumina deep sequencing further confirmed that the accumulation of miRNAs was globally reduced in *janus-2* relative to Col-0 (Figure 2F and Supplementary dataset 1). These results demonstrate that JANUS is required for miRNA accumulation.

We next performed reverse transcription quantitative PCR (qRT-qPCR) to examine the transcript levels of several miRNA target transcripts including *ARF6*, *AP2*, *TOE1*, *TAS2* and *PHO2*, which are targets of miR167, miR172, miR173 and miR399, respectively. The levels of these targets were moderately increased in *janus-2* compared with Col-0 and the complementation lines (Figure 2G). This result is consistent with the decreased levels of miRNAs in *janus-2*.

### JANUS regulates the transcription of *MIR*

Next we asked how JANUS acts in miRNA biogenesis. Because JANUS has been shown to regulate the transcription of several genes (66), we tested if *janus-2* affects the transcript levels of several genes involved in miRNA biogenesis including *CBP20*, *CBP80*, *DCL1*, *DDL*, *HEN1*, *HYL1* and *SE*, and pri-miRNA levels through RT-qPCR. While the transcript levels of miRNA biogenesis related genes did not show obvious change (Supplementary Figure S4), pri-miRNA levels were reduced in both *janus-2* and *amiR^JANUS^* relative to Col (Figure 3A and Supplementary Figure S3E), suggesting that JANUS may promote pri-miRNA transcription. We tested this possibility using a GUS reporter gene driven by the *MIR167a* promoter (*pMIR167a::GUS*), which has been used to examine the function of several transcription factors in modulating pri-miRNA transcription (31,36). We crossed *janus-2*/+ with the transgenic line harboring the *pMIR167a::GUS* transgene and identified *JANUS*+ (JANUS/ JANUS or JANUS/ *janus-2*) and *janus-2* harboring the *pMIR167a::GUS* transgene. GUS staining on these plants revealed that the GUS activity was lower in *janus-2* than that in *JANUS*+ (Figure 3B). qRT-PCR analysis confirmed that the GUS mRNA levels in *janus-2* were reduced significantly relative to those in *JANUS*+ (Figure 3C). Then we used chromatin immunoprecipitation (ChIP) assays to examine the occupancy of Pol II at five *MIR* promoters in Col-0 and *amiR^JANUS^* with anti-RPB2 antibody. qPCR analysis showed that the occupancy of Pol II at three *MIR* promoters were reduced in *amiR^JANUS^* relative to Col-0 (Figure 3D). Taken together, these results show that JANUS affects *MIR* transcription.

**Figure 3.**
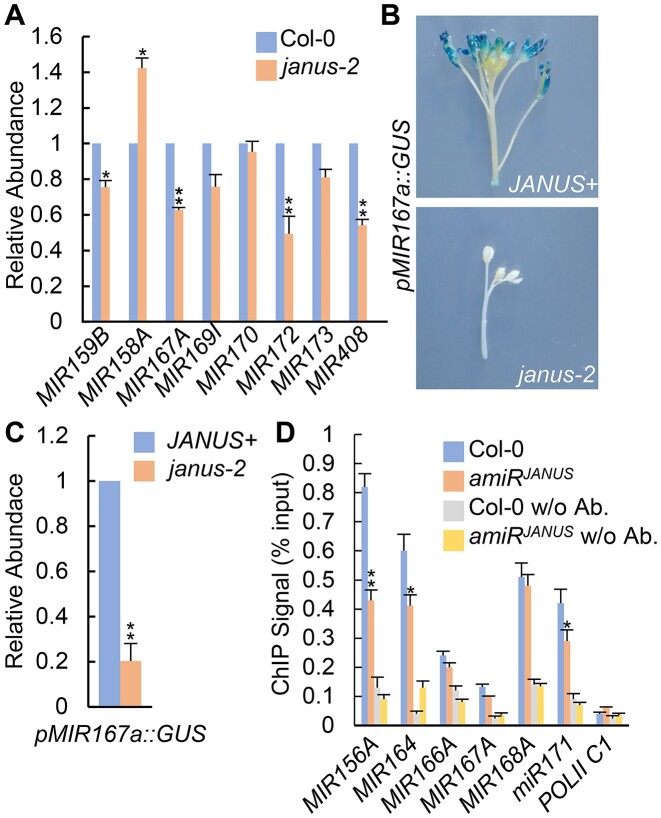
JANUS is required for the transcription of pri-miRNAs. **(A)** The accumulation of pri-miRNAs in Col-0 and *janus-2* detected by RT-qPCR. Pri-miRNA levels in *janus-2* were normalized to those of *UBQ5* and compared with Col-0 (set as 1). Error bars: standard deviations (SD) of three replicates. **P < 0.01, *P < 0.05 (Student's *t* test). **(B)** The levels of GUS in *JANUS +* and *janus-2* harboring *pMIR167a::GUS*. *JANUS+*: *JANUS/JANUS*, or *JANUS/janus-2*.**(C)** The transcript levels of *GUS* driven by *MIR167a* promoter in *JANUS +* and *janus-2*. GUS transcript levels were determined by qRT-PCR. The *GUS* mRNA levels in *janus-2* were normalized to UBQ5 and compared with those in *JANUS+*. *P < 0.05, **P < 0.01 (Student's *t* test). **(D)** The occupancy of Pol II at *MIR* promoters in Col-0 and *amiR^JANUS^* was detected by chromatin immunoprecipitation (ChIP) followed by qPCR. IP was performed using antibodies against CTD on protein extracts from Col-0 and *janus-2*. The intergenic region between At2g17470 and At2g17460 (POL II C1) was amplified as a negative control. *P < 0.05, **P < 0.01 (Student's t test).

### JANUS interacts with Pri-miRNAs *in vitro* and *in vivo*

Because JANUS is a putative RNA-binding protein, we investigated if JANUS binds pri-miRNAs *in vivo*. We performed an RNA immunoprecipitation assay (RIP) on the inflorescences of the transgenic plants harboring the *p35S::MYC-JANUS* transgene. Following cross-linking, nuclear isolation, and IP, RT-PCR was performed, and we can detect the enrichment of *pri-miR156a*, *pri-miR159a*, *pri-miR167a* and *pri-miR172b* in the MYC-JANUS IPs, but not in the no-antibody control (Figure 4A). Moreover, the negative control *EIF4A* was not detected in the MYC-JANUS IPs (Figure 4A). These results demonstrate that JANUS binds pri-miRNAs *in vivo*. Next, we performed an *in vitro* pull-down assay to examine whether JANUS could directly bind *pri-miR162b*. We expressed MBP and MBP-JANUS in *E. coli* and purified them with amylose resin (Supplementary Figure S5). Then we incubated MBP and MBP-JANUS with radioactive labeled *pri-miR162b*, which was transcribed *in vitro*. MBP-JANUS, but not MBP, was able to pull down pri-miR162b. MBP-JANUS can also bind the *precusor-miR162b* (pre-miR162b) and precusor-miR172b (pre-miRN172b) (Figure 4B). We also examined if JANUS binds dsRNAs and ssRNAs. However, we did not detect the interaction of JANUS with dsRNAs or ssRNAs (Figure 4B).

**Figure 4.**
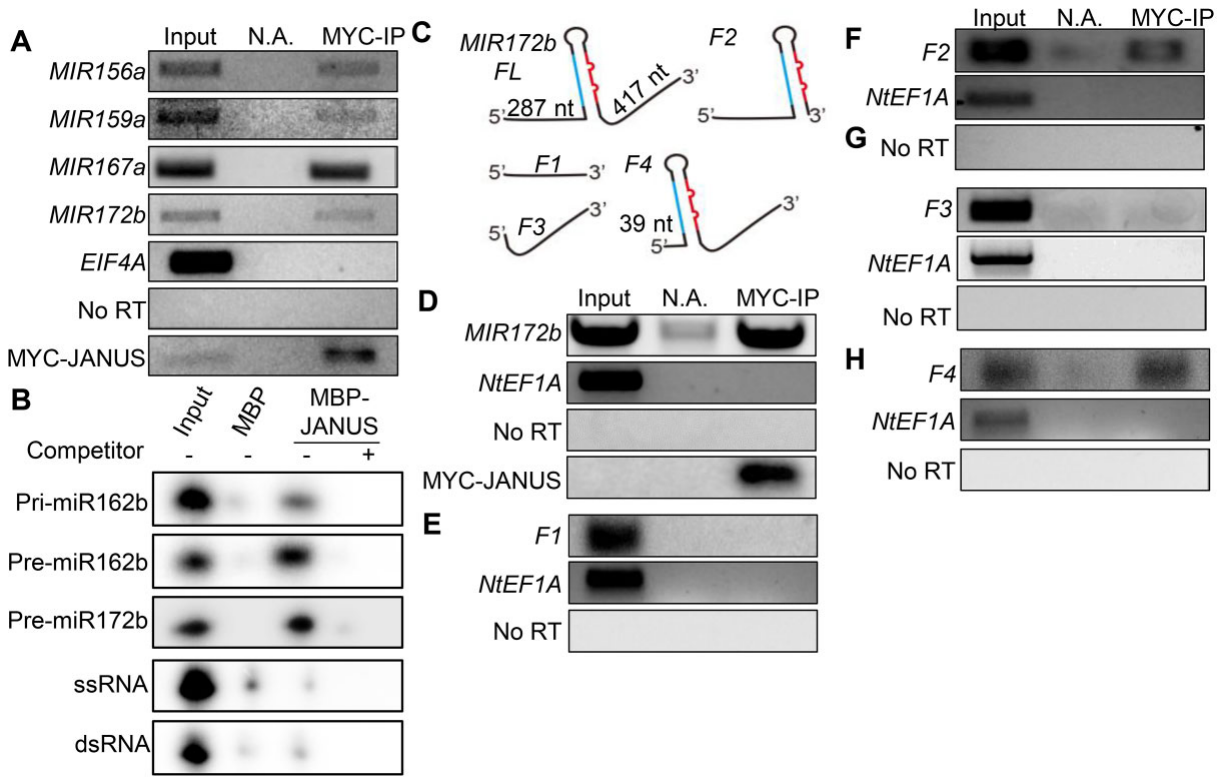
JANUS binds the stem-loop region of pri-miRNAs. **(A)** JANUS binds pri-miRNAs *in vivo*. RIP assay was performed on the transgenic plants harboring *p35S::MYC-JANUS* using anti-MYC antibodies. After RIP, RNA was extracted and detected by RT-PCR. No Ab means no antibody control. *EIF4A* was used as negative control. **(B)** JANUS binds pri-miR162b, pre-miR162b and pre-miR172b *in vitro*. ssRNA: single stranded-RNA; dsRNA: double stranded-RNA. **(C)** Diagrams of various *MIR172b* constructs used for the JANUS-binding assay. miR172 is shown in red; miR172b* is shown in blue. **(D–H)** The interaction of JANUS with full-length and truncated *MIR172b* RNAs. MYC-JANUS and *MIR172b* were transiently co-expressed in tobacco leaves. IP was performed with anti-MYC antibodies. *NtEF1A* was used as negative control. No Ab: IP without antibody.

To examine which region(s) within pri-miRNAs can be recognized by JANUS, we used an *in vivo* assay developed from our previous studies (Figure 4C) (37,44). We first examined the interaction of MYC-JANUS with *pri-miR172b* in *N. benthamiana* transiently expressing *p35S::MYC-JANUS* and *p35S::MIR172b* which contains a full length *pri-miR172b* transcript (*MIR172bFL*). Consistent with our RIP assay, MYC-JANUS binds *MIR172bFL*, but not the endogenous control *NtEF1A* RNA from *N. benthamiana* (Figure 4D). We further investigated the interaction of MYC-JANUS with the *MIR172bF1* (a 287-nt 5′ arm), *MIR172bF2* (a 287-nt 5′arm + a stem loop region + a 6-nt 3′ arm), *MIR172bF3* (a 417-nt 3′ arm), *MIR172F4* (a 39-nt 5′ arm + a stem loop region + a 6-nt 3′ arm) (Figure 4D). MYC-JANUS was able to bind *MIR172bF2*, *MIR172bF4*, but not *MIR172bF1* and *MIR172bF3* (Figure 4E–H). These results together with the *in vitro* pull-down assay suggest that JANUS may bind the stem-loop region of pri-miRNAs and require imperfect base-pair or the junction between dsRNA and single-stranded in the stem-loop.

### JANUS is required for the formation of the D-Bodies

The interaction of JANUS with DCL1 and SE led us to test if JANUS could modulate pri-miRNA processing using an *in vitro* assay (12). In this assay, we incubated radioactive labeled *pri-miR162b* with the protein extracts from young flower buds of Col, *or amiR^JANUS^*. The production of miR162 was reduced in the protein extracts of *amiR^JANUS^* relative to Col (Figure 5A and B), suggesting that JANUS may promote pri-miRNA processing. Next, we tested the effect of *janus-2* on the formation of the D-body using HYL1-YFP as a reporter gene (25). We crossed a HYL1-YFP transgenic line into *janus*-2/+ and calculated the percentage of cells containing D-bodies in the root tips and elongation region. As previously reported (34,42), the HYL1-containing D-bodies existed in most cells (∼90%; Figure 5C and D) in *JANUS*+ (JANUS/ JANUS or JANUS/ *janus-2*), whereas D-bodies were observed in only ∼40% of cells in *janus-2*. This result demonstrates that JANUS is required for correct HYL1 localization, revealing its potential role in facilitating D-body formation.

**Figure 5.**
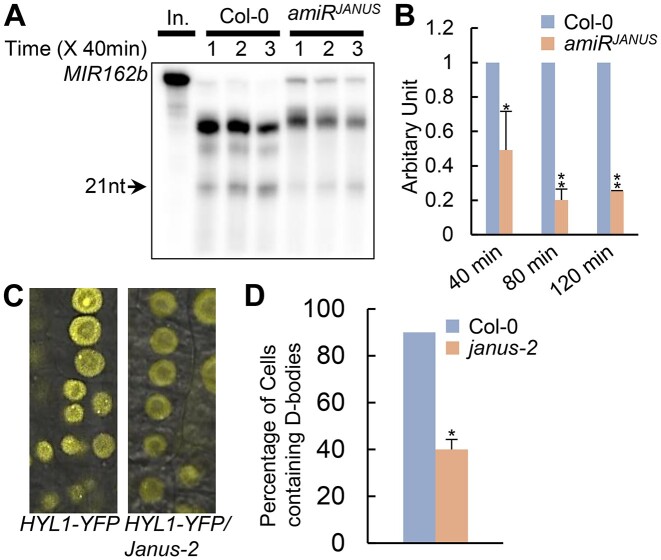
JANUS is required for the maturation of miRNA, the localization of HYL1 and the interactions between HYL1 and pri-miRNAs. **(A)** The amount of miR162b produced from *MIR162b* was reduced in *amiR^JANUS^*. Proteins were isolated from seedlings of Col-0 and *amiR^JANUS^* and incubated with *MIR162b*. The reactions were stopped at various time points as indicated in the picture. **(B)** Quantification of miR162b production in *amiR^JANUS^* compared to that in Col-0. The radioactive signal of miR162 were normalized to input and compared with that of Col-0. The amount of miR162 produced in Col-0 was set as 1. The value represents mean of two repeats. *P < 0.05, **P < 0.01 (Student's *t* test). **(C)** Image of HYL1 localization in the cells of root elongation region of Col-0 and *janus-2*. Ten-day-old plants were examined. **(D)** Quantification of root cells harboring HYL1-localized D-bodies in Col-0 and *janus-2*. Over 100 cells for each genotype were examined. Error bar indicates SD. **P < 0.01 (Student's *t* test).

### The interaction of HYL1 with pri-miRNAs is impaired in *amiR^JANUS^*

SAP49 binds the pre-mRNA-U2 snRNA helix to promote the interaction between U2 snRNP and pre-mRNAs (56,57). By analogy, we sought that JANUS might also facilitate the interaction of pri-miRNA with the DCL1 complex. Therefore, we tested the interaction of HYL1 with pri-miRNAs using an RNA IP (RIP) assay, which is an indicator of pri-mRNA loading (12). HYL1 was IPed from protein extracts of *amiR^JANUS^* and Col-0 using antibodies recognizing HYL1 (Supplementary Figure S6), and qRT-PCR was performed to examine the amounts of pri-miRNAs associated with HYL1. The result showed that three examined HYL1-bound pri-miRNAs were reduced in abundance in *amiR^JANUS^* relative to Col-0 (Supplementary Figure S6). This result shows that JANUS may enhance pri-miRNA loading to the DCL1 complex.

### JANUS affects gene expression at global levels

Next we examined the general role of JANUS in modulating gene expression. We compared mRNA profiling in the flowers from the *janus-2* with that in WT by RNA-Seq analyses in two biological replicates. 

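The authors deposited the number of reads counted on each of 28775 genes in each of 4 libraries, 2 from Col-0 and 2 from janus-2 inflorescences, as raw counts. The counts on genes summed to 56360882 and 65578130 in the Col-0 libraries and to 63578320 and 58966170 in the janus-2 libraries, which were between 96.6% and 96.7% of the aligned reads in the tables. The counts of JANUS (AT2G18510) itself were 3107 and 3579 in Col-0 and 1158 and 1141 in janus-2, a log2 fold change of -1.53 (standard error 0.07 from DESeq2, adjusted p = 4.26e-214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper tested differential gene expression with Ballgown, which was not used here. Here the counts were scaled by TMM, with factors between 0.994 and 1.01, and the 22990 genes that passed filterByExpr were tested. Standard errors are those of DESeq2. The replicates of a genotype were close to each other, with a correlation across genes of log2 CPM of 0.999 in both genotypes, against 0.862 between the genotype means. They still differed by more than the sampling noise, with a chi-square per degree of freedom of 2.34 in Col-0 and 2.51 in janus-2 over genes with at least 20 counts in the pair, and were counted as 2 samples. The common coefficient of variation was 2.26%, so that small changes pass the test, and a threshold on the fold change sets the number of genes called. A floor of 3 counts corresponds to about 0.0457 to 0.0532 CPM before TMM scaling. The counting of reads on overlapping genes or on near-identical gene copies is not described in the paper's text, and genes of such families are uncertain to that extent.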

After sequencing, we identified DEGs between *janus-2* and Col-0 with fold change of 1.5 or more. A total of 6149 down-regulated and 4147 up-regulated genes were identified, respectively, in *janus-2* (Figure 6A and Supplementary dataset 2). 

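With an adjusted p of at most 0.05 and a fold change of at least 1.5, 6244 genes were lower and 4258 were higher in janus-2 among the 22990 genes tested, and 12488 were neither. These are 27.2% and 18.5% of the tested genes. The median log2 fold change of all tested genes was -0.019. The fold threshold moved the counts most, since 9778 genes were lower and 9324 higher at the same adjusted p with no fold threshold. DESeq2 called 6005 of the 6244 lower genes and 4103 of the 4258 higher genes at the same thresholds. Among the 14401 tested genes with a mean of at least 10 CPM, 2282 were lower and 2687 were higher. The larger number of lower genes thus lay among genes with a smaller mean. This mean covers both genotypes and is itself reduced by a fall in janus-2. The split therefore cannot tell genes at low levels from genes with a large fall. The largest rise among genes with a mean of at least 10 CPM was that of GPT2 (AT1G61800), from 2.86 ± 0.244 CPM in Col-0 to 585 ± 1.02 CPM in janus-2 (SD, n = 2), a log2 fold change of 7.67 (standard error 0.08). It was followed by AT3G44970 (7.53, standard error 0.42) and AT1G62510 (6.92, standard error 0.41), which had few counts in Col-0. The largest falls were those of AT1G75870, AT2G22180 and ACHT3 (AT2G33270). Their counts were at or under 3 in both janus-2 libraries, and they were at least 882-fold, 538-fold and 509-fold lower in janus-2. In all 6 genes both janus-2 libraries lay beyond both Col-0 libraries.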

To better understand the function of JANUS, we performed gene ontology (GO) analyses on DEGs in *janus-2*. Genes related to RNA splicing, embryo development, pollen development, ribonucleoprotein complex assembly, cell wall modification, DNA repair were enriched in down-regulated genes (Figure 6B and Supplementary dataset 3), while genes involved in regulation of response to stimulus, glucosinolate metabolism, RNA processing, meiotic cell cycle and leaf development were detected in up-regulated genes (Figure 6C and Supplementary dataset 3).

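The names of genes in the RefSeq annotation of the TAIR10.1 assembly match 22788 of the 22990 tested genes but carry no GO terms, so that words in these names were used in place of the terms. The words were chosen after seeing the data, and their lists are much shorter than the GO lists. Of the named genes tested, 27.2% were lower and 18.5% higher in janus-2. Of 36 genes with pollen in their names, 22 (61.1%) were lower, an odds ratio of 4.23 (adjusted p = 0.000165, two-sided Fisher's exact test over 16 tests). Of 57 genes named for pectin or expansin, 25 (43.9%) were lower (adjusted p = 0.0217, same Fisher's exact test) and 17 (29.8%) were higher (adjusted p = 0.0684). Of 31 genes named for splicing or the spliceosome, only 1 (3.23%) was lower, fewer than among the other genes (odds ratio 0.0893, adjusted p = 0.00385, same test), and their median log2 fold change was 0.20. Of 255 genes named for embryo defects or development, 19 (7.45%) were lower, which is also fewer (odds ratio 0.214, adjusted p = 3.99e-14, same test). The words for DNA repair and for ribonucleoproteins matched 3 and 6 genes, with 0 lower in both (adjusted p = 0.826 and 0.319, same Fisher's exact test). These are too few genes for the test to tell a difference. Of 18 genes named for glucosinolates, 13 (72.2%) were higher (odds ratio 11.5, adjusted p = 7.87e-06, same test), and of 10 genes named for meiosis 1 was higher. In Supplementary dataset 3 the paper's fold enrichments among down-regulated genes are 1.73 for pollen development, 1.62 for cell wall modification, 0.26 for RNA splicing, 0.55 for embryo development, 0.42 for ribonucleoprotein complex assembly and 0.59 for DNA repair. Among up-regulated genes the paper's fold enrichments are 2.29 for glucosinolate metabolic process and 0.46 for meiotic cell cycle. Values below 1 stand for fewer genes than the paper's expected number.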

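Gene lists for pollen and the tapetum, the anther tissue that feeds developing pollen, were fixed before the data were examined, with a list for leaf photosynthesis and one for ovules and carpels. All 20 tested pollen genes and all 19 tested tapetum genes were lower in both janus-2 libraries than in both Col-0 libraries, with median log2 fold changes of -8.62 and -3.23. All 20 and all 19 were also called lower when adjusted over the list alone. With the genes at or under 3 counts in janus-2 set to their bound, the medians were -8.54 and -3.22. None of 10000 random lists matched on mean expression had a median as low as either. The set test camera gave an adjusted p of 4.57e-12 for the pollen list and 9.41e-14 for the tapetum list, and both calls also held with fry (adjusted p = 4.53e-05 and 0.000102). With the correlation between genes estimated from the data, camera gave p = 0.0166 and 0.0154. The pollen genes made up 0.567% of the counts in Col-0 and 0.00573% in janus-2. The photosynthesis list had a median of 0.038 (camera adjusted p = 0.916), at percentile 45.9 of the random lists, and without Col-0 replicate 1 this median was -0.013. Of its 14 genes 0 were called, with adjustment over all genes and adjusted over the list alone, because 0 reached the fold threshold, and 13 had an unadjusted p under 0.05. The ovule and carpel list had a median of -0.48 with 4 of its 9 genes lower and 1 higher, also when adjusted over the list alone (camera adjusted p = 0.122, fry adjusted p = 0.00294).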

**Figure 6.**
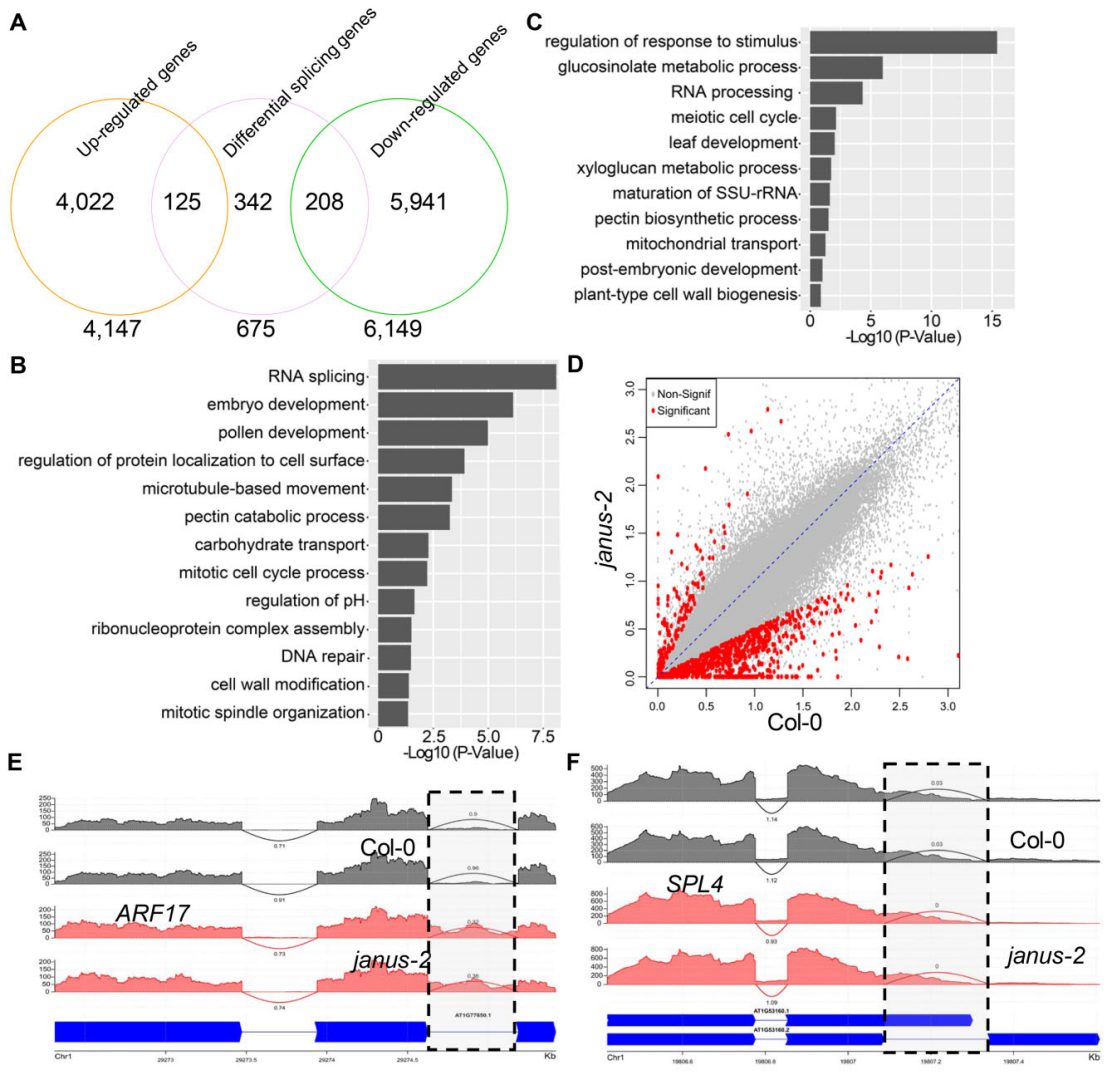
JANUS affects gene expression and splicing at global levels. **(A)** Venn diagram showing the degree of overlap of splicing defective genes with up-regulated or down-regulated in *janus-2* relative to Col-0. **(B)** GO enrichment of down-regulated genes in *janus-2* relative to Col-0. **(C)** GO enrichment of up-regulated genes in *janus-2* relative to Col-0. **(D)** Genome − wide intron Single Splicing Strength (3S) scores in Col-0 and *janus-2*. The red dots indicate introns with significant differential splicing between Col-0 and *janus-2*.and the gray dots indicate no significant difference. **(E** and **F)** Two examples of differentially spliced transcripts between Col-0 and *janus-2*. For each transcript, the x-axis is the genomic position, the y-axes are the RNA-seq read numbers, the arcs indicate exon-exon junctions (introns) and the numbers are Single Splicing Strength (3S, see Methods) scores. Transcripts from Col-0 are in grey. Transcripts from *janus-2* are in pink and gene structures are in blue. The significant differentially spliced introns are highlighted in vertical gray box.

### JANUS promotes pre-mRNA splicing

Next, we asked if JANUS also plays a role in splicing by examining the effect of *janus-2* on intron retention of pre-mRNAs. The ratio between RNA-Seq reads mapped to introns and those mapped to exons was used to calculate the intron retention. The intron retention at global levels was determined using all annotated transcripts that passed the abundance filter. The result showed that the intron retention rate in *janus-2* was higher than in WT. 

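In Supplementary dataset 4 a 3S score is given for each listed gene and library. The paper scores single introns, and its 675 genes with higher intron retention are those with lower scores. Whether each lower score stems from a retained intron cannot be told from the counts here. The counts analysed here are counts per gene, and introns and splice junctions were not analysed here. The list holds 834 genes, of which 675 have lower scores in janus-2. The paper's median scores of the 675 genes are 0.697 in Col-0 and 0.188 in janus-2. Of these genes 663 were tested here for their expression. The paper gives a score of 0 in both janus-2 libraries for 64 genes, and 63 of these were tested. Their median count was 913 in Col-0 and 46.5 in janus-2, and only 1 of the 64 genes was at or under 3 counts in both janus-2 libraries. The median log2 fold change of these 63 genes was -3.46, and none of 10000 random gene lists matched on mean expression had a median as low. The other 600 tested genes had a median count of 1634 in Col-0 and 1522 in janus-2, with a median log2 fold change of 0.017 at percentile 14.8 of such lists. The paper considered introns with a minimum number of junction reads in at least 1 sample.

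**Figure D2:**
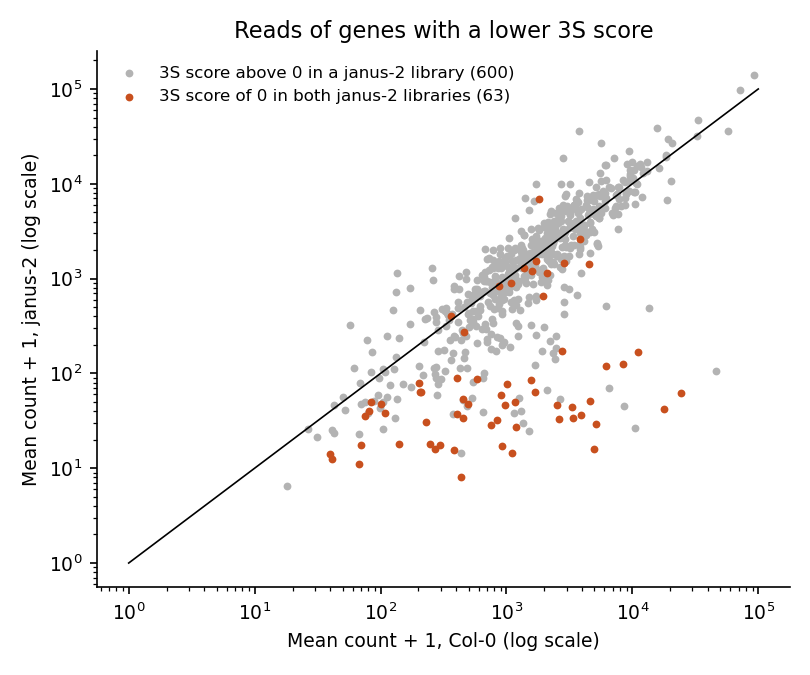
Mean count of each of the 663 tested genes with a lower 3S score in janus-2 (vertical axis) against its mean count in Col-0 (horizontal axis, both log scales after adding 1). Orange points are the 63 genes with a score of 0 in both janus-2 libraries, most of them far below the line of equal counts, and grey points are the other 600 genes.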

A total of 675 genes were found to have higher intron retention rate in *janus-2* relative to WT (Figure 6D and Supplementary dataset 4). 

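ARF17 (AT1G77850) had 34.5 ± 1.79 CPM in Col-0 and 38.6 ± 0.0409 CPM in janus-2 (SD, n = 2), a log2 fold change of 0.16 (standard error 0.07, adjusted p = 0.000726 from edgeR's quasi-likelihood test). With upper-quartile normalization this was 0.091 and no longer past the threshold (adjusted p = 0.0589 from edgeR). The paper's 3S scores of ARF17 are 0.899 and 0.959 in Col-0 and 0.325 and 0.358 in janus-2. SPL4 (AT1G53160) had 41.7 ± 1.50 CPM in Col-0 and 62.5 ± 1.98 CPM in janus-2 (SD, n = 2), a log2 fold change of 0.59 (standard error 0.06, adjusted p = 1.2e-49 from the same edgeR test). The paper's 3S scores of SPL4 are 0.0317 and 0.0284 in Col-0 and 0.0021 and 0.0047 in janus-2. Neither gene lost reads in janus-2, with 2438 and 2261 counts of ARF17 and 4038 and 3586 counts of SPL4 in the janus-2 libraries.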

Figure 6E showed two examples of impaired mRNA intron retention in *janus-2* relative to WT. We randomly selected three genes with increased intron retention in *janus-2* for validation using RT-PCR analysis. The intron retention was increased in all these three genes in *janus-2*, agreeing with the RNA-Seq result (Supplementary Figure S7A and B). We next asked if splicing defects caused altered expression levels in *janus-2*. The co-occurrence of genes with intron retention defects with both upregulated and downregulated DEGs were examined. 

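Of the 6244 lower genes, 214 (3.43%) were among the genes with lower 3S scores, and of the 4258 higher genes, 126 (2.96%) were. Genes with lower scores made up 2.88% of all tested genes. The overlap with the lower genes was above this share (odds ratio 1.29, 95% confidence interval 1.09 to 1.52, p = 0.00299, two-sided Fisher's exact test), and the overlap with the higher genes could not be told from it (odds ratio 1.03, 95% confidence interval 0.842 to 1.26, p = 0.761, same test). When all 834 genes of Supplementary dataset 4 were used, the excess among lower genes was no longer past the threshold (odds ratio 1.14, p = 0.0926, same Fisher's exact test). Over the alternatives the odds ratio for the lower genes lay between 1.14 and 1.58, and p from Fisher's exact test between 3.18e-07 and 0.0926. Of the 214 lower genes in the list, 55 were genes with a score of 0 in both janus-2 libraries. Of the other 600 tested genes with lower scores 26.5% were lower, against 27.0% of the tested genes outside the list. This comparison was not made with the other backgrounds. The genes left out of it were mostly lower, and the background was not filtered in the same way. The comparison therefore cannot show whether an excess remains. The background holds all tested genes, and genes without introns, which could not have been listed, were not set apart.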

Only a small portion of DEGs had splicing defects (Figure 6A).

## Discussion

SF3B4/HSH49 is a conserved U2-snRNP assembly factor from yeast to human (53–55). Its role in regulating transcription and translation of specific genes have also been reported (58–60). However, the function of JANUS, a homolog gene of SF3B4/HSH49 from plant remains largely unknown. In this study, network analysis suggests that JANUS is functionally correlated with MAC5. Moreover, JANUS is physically associated with the MAC complex and the DCL1 complex, suggesting that it may function in miRNA biogenesis. Indeed, both the weak *janus-2* mutation and knockdown of *JANUS* by *amiR^JANUS^* cause pleiotropic development defects and reduce the accumulation of miRNA.

JANUS appear to affect pri-miRNA processing, based on the facts that miRNA levels are reduced in *janus* and that the production of miR162 from both pri-miR162b and pre-miR162b is reduced in *janus* protein extract relative to WT. How does JANUS promote pri-miRNA processing? It may promote DCL1 activity through its interaction with the DCL1 complex. In human and yeast, JANUS homologs are considered as a platform for the U2 snRNP assembly through their interactions with other proteins (67). We suspect that JNAUS may play a similar role in miRNA biogenesis. Supporting this notion, the number of D-bodies is reduced in *janus-2*. In addition, it may directly modulate DCL1 activity through its R2-PG domain. In human, SF3B4 modulates the activity of Bone morphogenetic protein (BMP)-2 through R2-PG-mediated SF3B4-BMP-2 interaction (68). We propose that JANUS may have a similar effect on SE. Interestingly, the R2 domain of JANUS also interact with Pol II (61), suggesting that JANUS may coordinate co-transcriptional processing of pri-miRNAs. JANUS may also promote pri-miRNA processing through its interaction with pri-miRNAs. The assembly of RNA into protein complex or efficient RNA processing often needs conformation changes. Our results show that JANUS binds the stem-loop of pri-miRNAs and promotes the interaction of HYL1 with pri-miRNAs. Thus, it is possible that JANUS may alter the structure of pri-miRNAs to facilitate their assembly into the DCL1 complex. Indeed, SF3B4/HSH49 binds the U2 snRNA and pre-mRNA to alter their structure, and thereby promotes their interaction with U2snRNP (69).

JANUS may also affect the accumulation of some miRNAs through its effect on pri-miRNAs. The levels of some pri-miRNAs are reduced in *janus*, which could be caused by reduced stability or transcription. The interaction of JANUS with Pol II together with the fact that Pol II occupancy at some *MIR* promoters and *MIR167a* promoter activity are reduced in *janus* demonstrate that JNAUS likely promotes the transcription of some pri-miRNAs. It has been shown that JANUS] promotes the transcription of WOX2 and PIN7 during early embryogenesis. These results suggest that like SF3B4/HSH49, JANUS modulates the transcription of a subset of genes including some pri-miRNAs. Indeed, our RNA seq-analysis suggest that the transcript levels of many genes are reduced in *janus*.

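The excess of lower genes grew with the size of the change. At an adjusted p of at most 0.05, 4643 genes were lower and 2194 higher by at least 2-fold in the fitted values, 2957 and 802 by at least 4-fold, and 2177 and 354 by at least 8-fold. Of the genes changed by at least 16-fold, 1658 (90.6%) were lower. The pollen and tapetum lists had median log2 fold changes of -8.62 and -3.23. Fewer pollen and tapetum cells in the sterile flowers would thus add to the large falls. The share of these falls that follows from absent cells was not measured, so that the excess cannot be assigned to transcription.

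**Figure D3:**
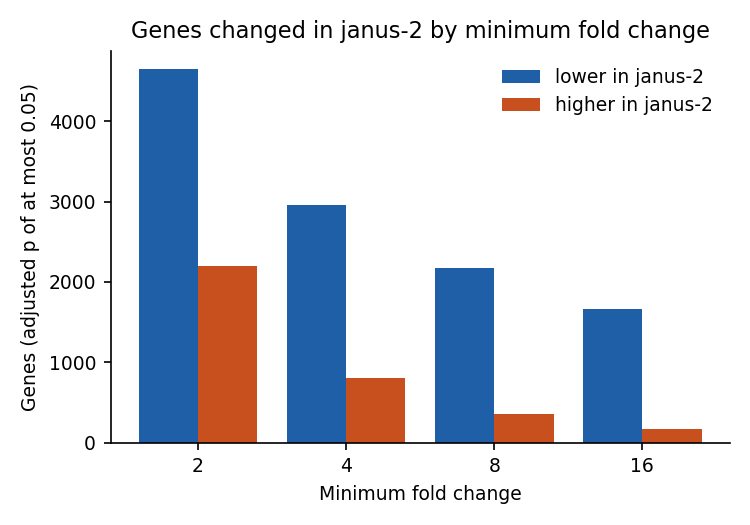
Number of genes lower (blue) and higher (orange) in janus-2 at an adjusted p of at most 0.05 (vertical axis, from 0) for 4 minimum fold changes (horizontal axis). At a minimum of 16-fold 90.6% of the genes are lower.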

The association of JANUS with MAC suggest that like SF3B4/HSH49m, JANUS may play a role in splicing. Indeed, RNA-seq analysis shows that intron retention of many pre-mRNAs is altered in *janus*. 

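The gene table holds 178 MIR genes by the RefSeq annotation, of which 107 had at least 1 count and 31 passed the filter on low counts. The median count of these 31 genes was 25.5 per library. Only 1 MIR gene, MIR162a (AT5G08185), is in Supplementary dataset 4, and the paper's 3S scores for it are 0.256 and 0.220 in Col-0 and 0.05 and 0 in janus-2. The log2 fold change of MIR162a was -2.21 (standard error 0.14, adjusted p = 1.14e-103 from edgeR's quasi-likelihood test), and the log2 fold change of the mature miR162a-3p is given with the small RNA data.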

Interestingly, only few pri-miRNAs have intron retention defects, indicating that JANUS may act in splicing independent of its function in miRNA biogenesis. Notably, the transcript levels of genes with altered intron retention can be up-regulated, down-regulated or unchanged, showing that the correlation between intron defection and changes in transcript levels is not significant. This result suggests that JANUS a broad role in RNA metabolism.

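Of the 663 tested genes with lower 3S scores, 323 were neither lower nor higher in janus-2 by the thresholds used for all genes. Across the 600 genes whose scores were above 0 in both genotypes, the log2 ratio of the paper's 3S scores and the log2 fold change of expression had a Pearson correlation of 0.0758 and a Spearman correlation of 0.0924. These correlations are across genes, which are not independent replicates, and no p was computed. Among the 154 tested genes with higher scores in janus-2, 29 were lower and 37 were higher. The genes with a score of 0 in 1 genotype, which have no ratio, differed from the rest. Of the 63 tested genes with a score of 0 in janus-2, 55 were lower and 1 was higher, and of the 11 genes with a score of 0 in both Col-0 libraries, 9 were higher and 0 were lower. The paper reasons from the up-regulated, down-regulated and unchanged genes with altered intron retention that the intron defect and the change in transcript level are not significantly correlated.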

To summarize, our work uncovers a role of JANUS in miRNA biogenesis. It may promote miRNA accumulation through facilitating the assembly of the DCL1 complex and the interaction of pri-miRNAs with the DCL1 complex, and /or functioning as accessory protein factor to enhance DCL1 activity. Beside this function, JANUS also plays essential role in splicing and modulates the transcription of a subset of genes. Given the function of SF3B4/HSH49m in regulating translation of specific genes (53), it is possible JANUS has additional functions in plants. Through these combined functions, JANUS ensures the proper development of plants.

## Supplementary Material

gkad1105_Supplemental_Files Click here for additional data file.

## Data Availability

For mRNA profiling, the dataset was deposited into National Center for Biotechnology Information Gene Expression Omnibus (Col-0 accession numbers: GSM7164780 and GSM7164781; janus accession numbers: GSM7164782 and GSM7164783). For small RNA profiling, the dataset was deposited into National Center for Biotechnology Information Gene Expression Omnibus (Col-0 accession numbers: GSM7164784 and GSM7164785; *janus* accession numbers: GSM7164786 and GSM7164787).

# Supplementary material for: JANUS, a spliceosome-associated protein, promotes miRNA biogenesis in Arabidopsis
**Source:** Nucleic Acids Res. 2023 Nov 22;52(1):420–30. doi: 10.1093/nar/gkad1105
**Supplement:** gkad1105_Supplemental_Files

**
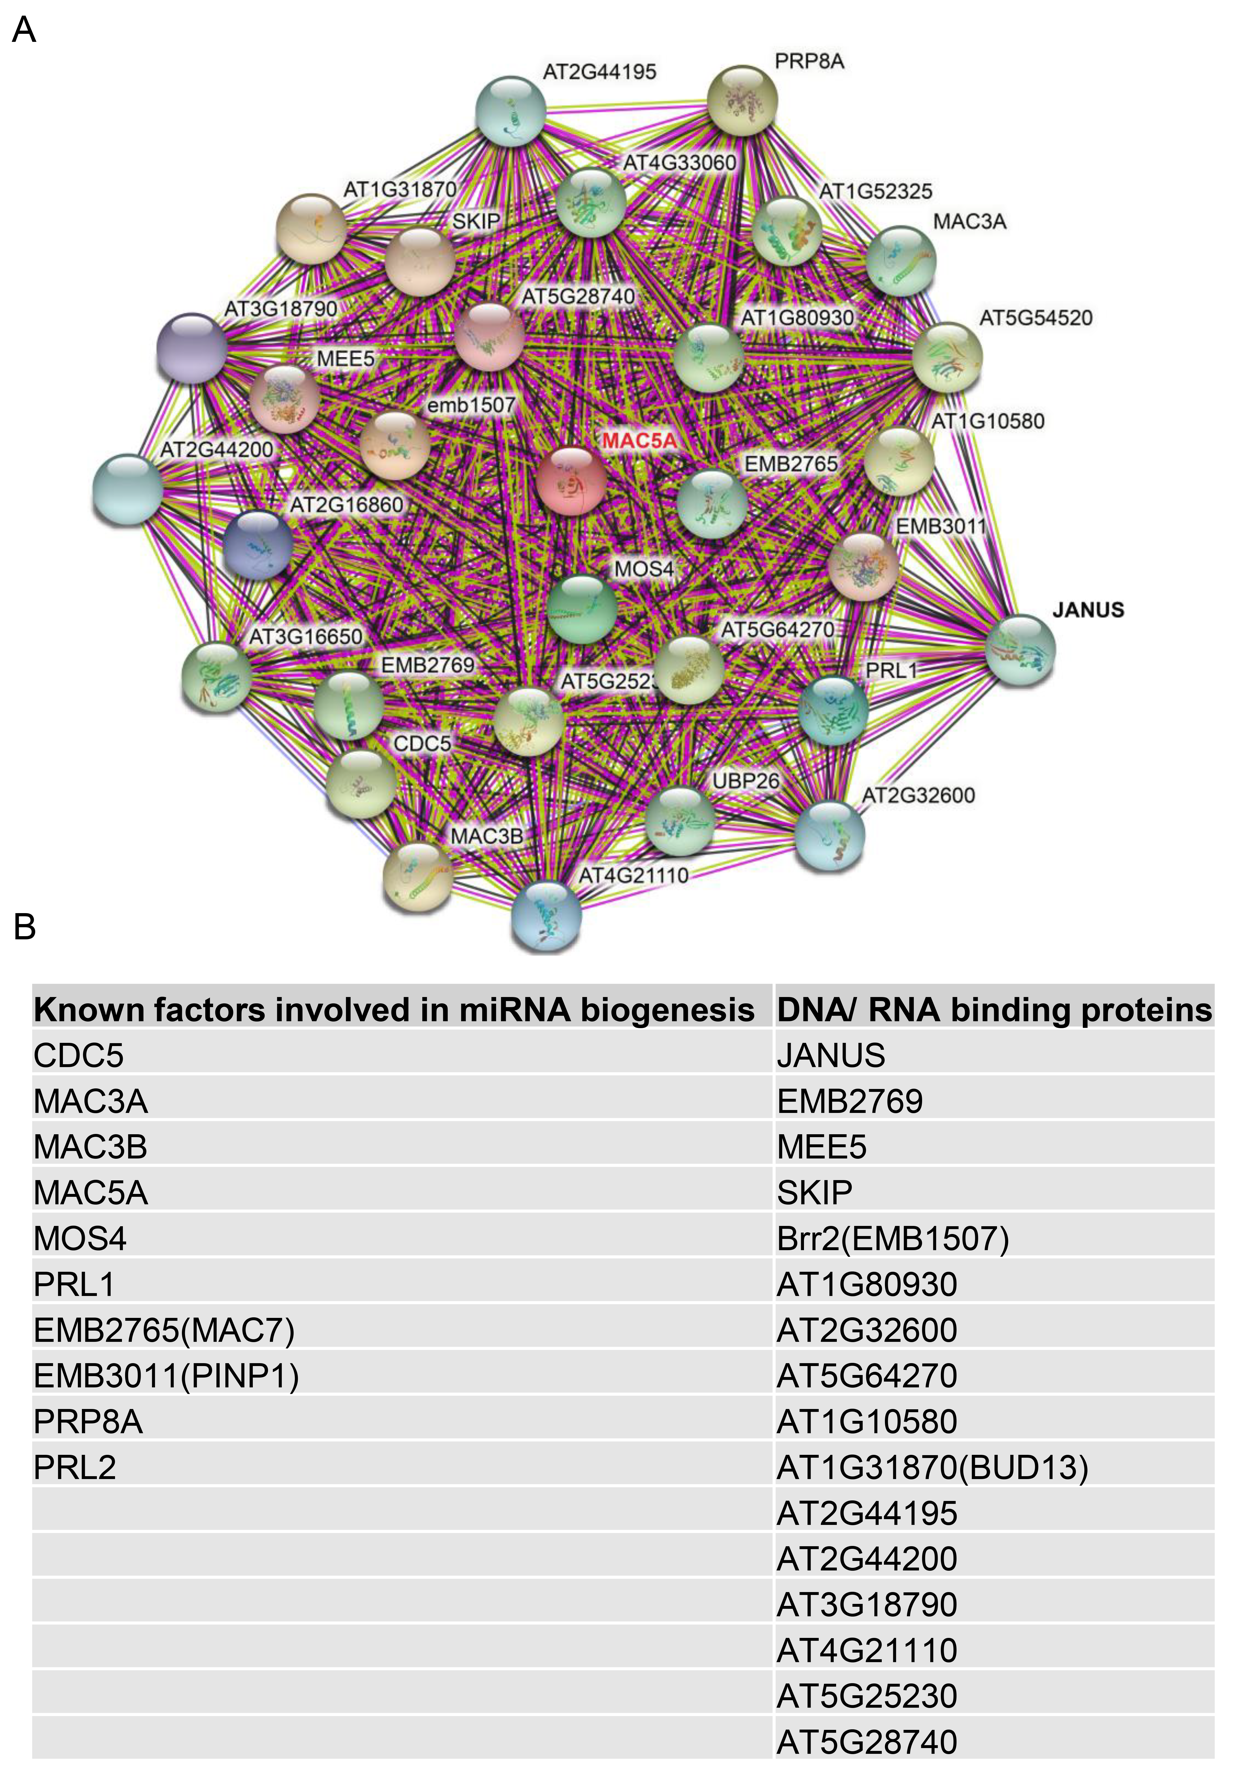
**

**Supplementary Figure S1. Functional gene network analysis of MAC5.** (A) Functional network of MAC5 was constructed using STRING program with a high confidence score of 0.7. Nodes and lines represent genes and functional links, respectively. Line color indicates the type of interaction evidence. Magenta: experimental data; light blue: association in curated databases; black: co-expression. (B) List of genes involved in miRNA biogenesis and putative DNA/RNA binding proteins in the MAC5 functional gene network.

**
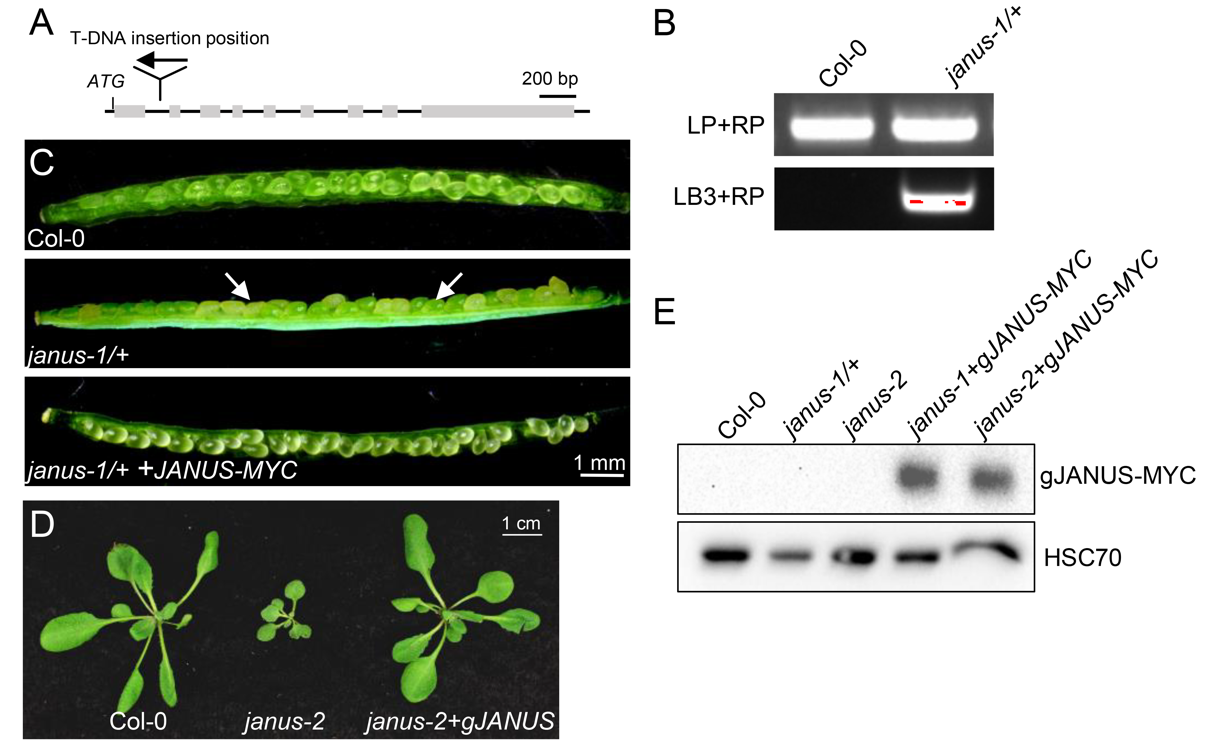
**

**Supplementary Figure S2. Analysis of *janus-1* and *janus-2*.** (A) The insertion site of *janus-1* is shown above the *JANUS* gene structure. (B) Detection of the T-DNA insertion in *janus-1/+* by PCR analysis. The LP/RP and LB3/RP primer pairs were used to identify JANUS and the T-DNA flanking sequences, respectively. (C) Siliques of Col-0, *janus-1* and transgenic plants harboring *pJANUS::JANUS-MYC*. (D) Three-week-old plants of Col-0, *janus-2* and transgenic plants harboring *pJANUS::JANUS-MYC*. (E) JANUS-MYC protein in the transgenic plants harboring *g*JANUS *1-MYC* detected by western blot. Heat Shock Protein 70 (HSC70) used as the loading control.

**
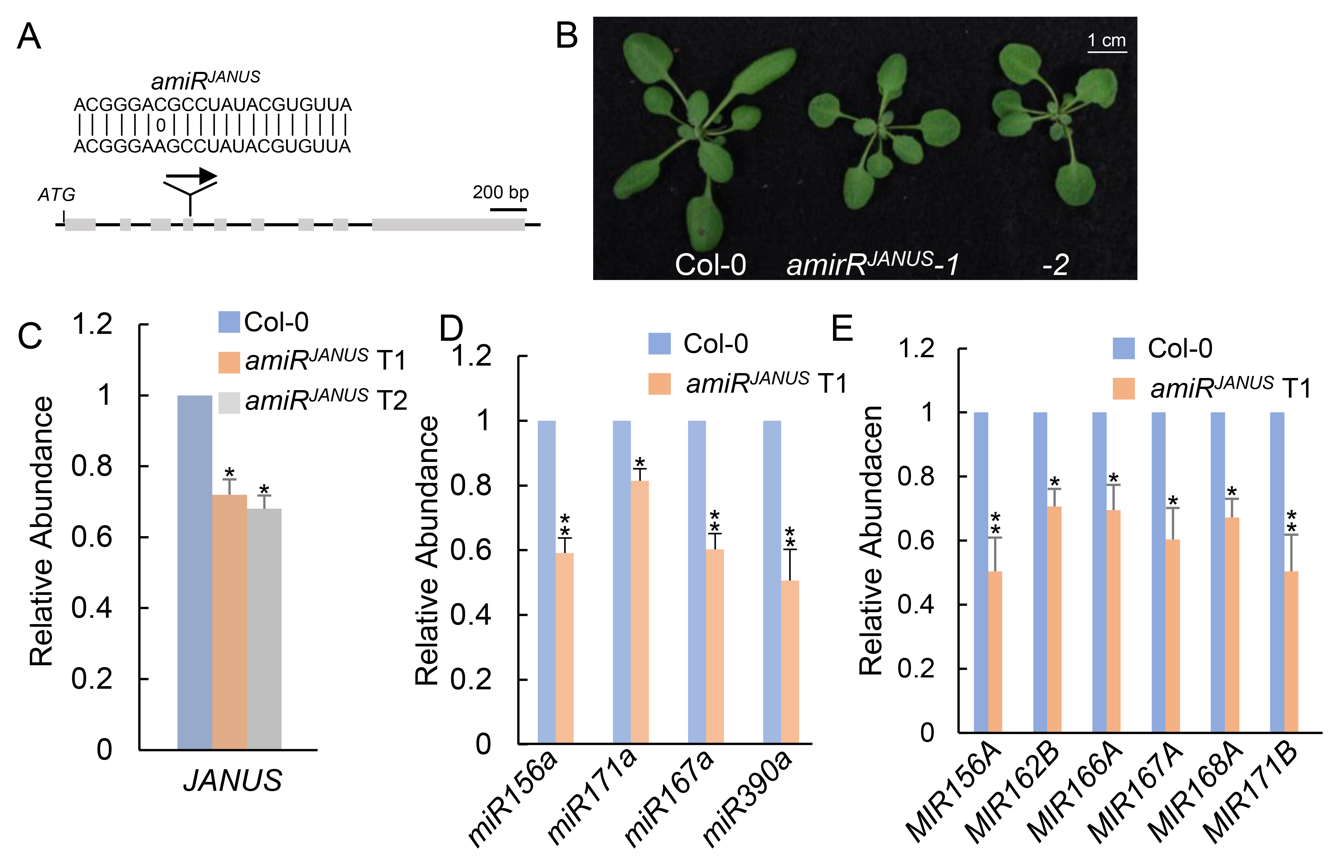
**

**Supplementary Figure S3. Knockdown of *JANUS* by *amiR^JANUS^* reduces the accumulation of pri-miRNAs and miRNAs.** (A) Scheme of an artificial miRNA targeting *JANUS*. Solid line represents Watson–Crick pairing and a “0” indicates a C-A mismatch pair. (B) Twenty-five-day-old Col-0 and *amiR^SEAP1^*. (C) The transcript level of *JANUS* in *amiR^JANUS^* lines detected by RT-qPCR. Janus transcript level was normalized to that of *UBQ5* and compared with Col-0 (value set as 1). Error bars: standard deviations (SD) of three replicates. **p < 0.01, *p < 0.05 (Student’s t test). (D) The accumulation of miRNAs in Col-0 and *amiR^JANUS^* determined by RT-qPCR. miRNA levels in *amiR^JANUS^* were normalized to those of *U6* and compared with Col-0 (set as 1). Error bars: standard deviations (SD) of three replicates. **p < 0.01, *p < 0.05 (Student’s t test). (E) The accumulation of pri-miRNAs in Col-0 and *amiR^JANUS^* determined by RT-qPCR. Pri-miRNA levels in *amiR^JANUS^* were normalized to those of *UBQ5* and compared with Col-0 (set as 1). Error bars: standard deviations (SD) of three replicates. **p < 0.01, *p < 0.05 (Student’s t test).

**
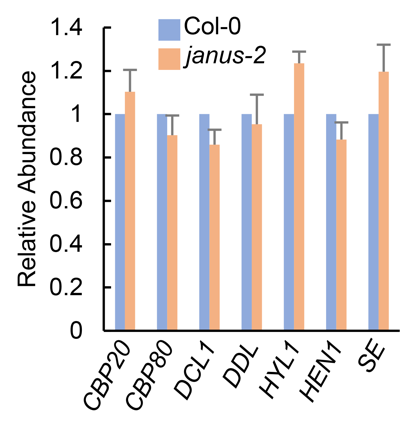
**

**Supplementary Figure S4.** The transcript levels of miRNA biogenesis-related genes in Col-0 and *janus-2*. Transcript levels of examined genes in *janus-2* were determined by RT-qPCR.and normalized to those of *UBQ5* and compared with Col-0 (set as 1). Error bars: standard deviations (SD) of three replicates.

**
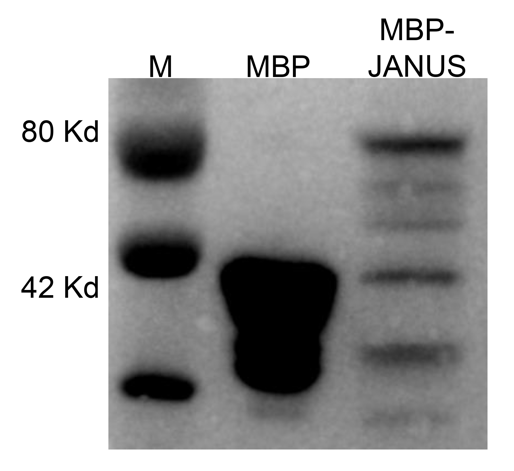
**

**Supplementary Figure S5.** Purified MBP and MBP-JANUS detected by western blot.

**
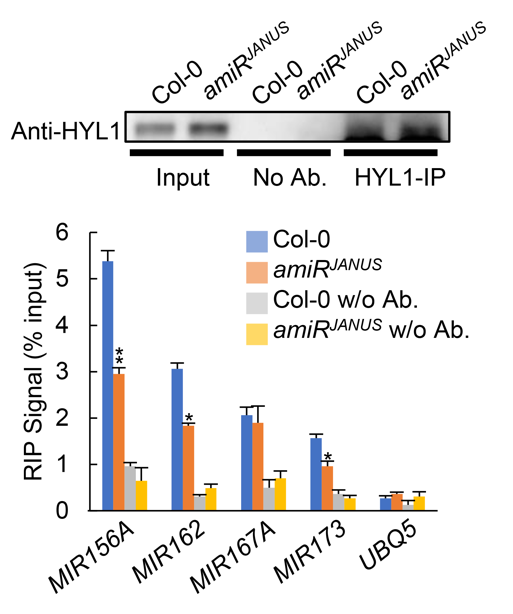
**

**Supplementary Figure S6. The association of HYL1 with pri-miRNAs in *amiR^JANUS^* relative to Col-0 detected by RNA immunoprecipitation (RIP).** IP was performed with the anti-HYL1 antibodies. Detection of HYL1 after IP was shown in upper panel. Ten percent of IPs and 2% input proteins were detected by Western blot. Pri-miRNAs associated with HYL1 were examined by RT-qPCR and normalized to the input. *UBQ5* serves as a negative control. **P < 0.01 (Student’s t test).

**
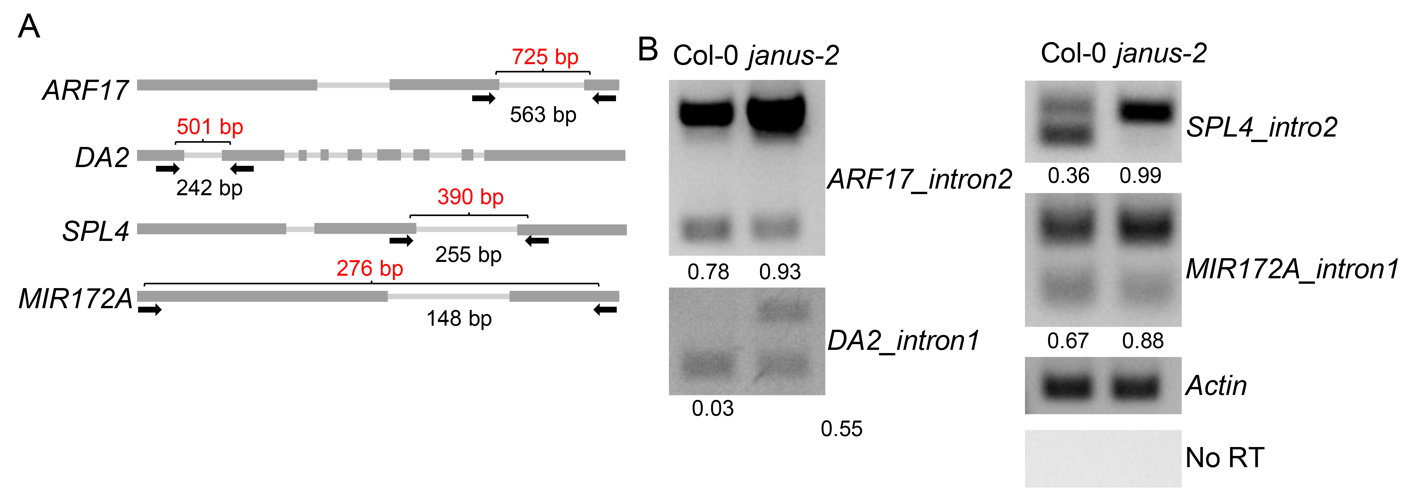
**

**Supplementary Figure S7. The effect of JANUS on splicing of selected genes.** (A) Diagram showing the structures of several differentially spliced transcripts selected for validation. Arrows indicated primer positions used for PCR in (B). The numbers in red indicate the length of PCR products without intron splicing. The numbers in black show the intron length. (B) Intron-retention analysis of selected transcripts by RT-PCR using primers pairs indicated in (A). *ACT2* used as the loading control. The numbers shown below the figures indicate the normalized values relative to Col-0 (set as 1).

# Supplementary material for: JANUS, a spliceosome-associated protein, promotes miRNA biogenesis in Arabidopsis
**Source:** Nucleic Acids Res. 2023 Nov 22;52(1):420–30. doi: 10.1093/nar/gkad1105
**Supplement:** gkad1105_Supplemental_Files

Supplementary Table 1: DNA oligos used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

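The data comprise 8 libraries from inflorescences of Col-0 and janus-2, with 2 biological replicates per genotype for mRNA and 2 for small RNA. The authors deposited raw counts, 1 count per gene (28775 genes) for mRNA and 1 count per mature miRNA (427 miRNAs) for small RNA, in the layout of htseq-count. The paper refers to earlier studies for the analysis of the reads, and its text does not name the aligner settings, the genome build or the annotation of these tables, or say whether the counting used strand. The paper compared miRNAs with EdgeR after TMM normalization, called differentially expressed genes with Ballgown, and scored introns with VaSP. The deposited counts hold no normalization, test or intron score.

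Rows that name no gene were left out of library sizes and tests. In the mRNA tables, reads outside genes were between 1.11% and 1.13% of the aligned reads and ambiguous reads between 2.15% and 2.34%. In the small RNA tables, reads outside the listed miRNAs were between 96.4% and 97.1% of the aligned reads and ambiguous reads between 0.0652% and 0.0825%, and reads that did not align were between 3.53% and 4.63% of all reads. Counts on miRNAs, in which shared reads are counted more than 1 time, were between 1950664 and 2160372 per library. Counts on genes were between 56360882 and 65578130. The 10 most abundant entries took between 70.5% and 75.5% of the miRNA counts, and between 2.78% and 2.82% of the gene counts. A floor of 3 counts was used throughout.

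The gene lists tested are those for pollen, the tapetum, leaf photosynthesis, and ovules and carpels. Counts were tested with edgeR 4.0.16 (filterByExpr, TMM, estimateDisp, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment and all 4 libraries of an assay in the fit. Genes were called at an adjusted p of at most 0.05 and a fold change of at least 1.5, and miRNAs at the same adjusted p with no fold threshold. Log2 fold changes are the fitted values of edgeR, and standard errors are those of DESeq2 1.42.0. The log2 ratios of miRNAs behind the median and the share below 0 were computed from mean CPM with a pseudocount of 1. CPM values are scaled by TMM and given as mean ± SD over 2 libraries. With 2 libraries in each group, no test by other groupings of the samples was possible, and no outlier test was applied. Gene lists were tested with camera and fry of limma 3.58.1 after voom, and described by the percentile of their median among 10000 random lists drawn from 50 bins of mean expression. Overlaps were tested with the two-sided Fisher's exact test. Figures were drawn with matplotlib 3.10.9.

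The fits were tested on simulated counts drawn from the means and library sizes of the real libraries. All entries of an assay were given the same coefficient of variation, and the few changed entries were as often lower as higher. Whether the fits and the scaling hold with changes as many and as unbalanced as in the real mRNA libraries was not tested. For mRNA, edgeR recovered 100% of 200 genes changed by 2 on the log2 scale, among 22796 genes tested, with 14 false calls, and DESeq2 recovered 100% with 1 false call. For small RNA, edgeR recovered 39 of 40 changed miRNAs among 304 tested, with 0 false calls, and DESeq2 recovered 35 of 40 with 1 false call.

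Symbols were taken from the RefSeq annotation of the TAIR10.1 assembly, which matched 28009 of the 28775 genes, and were used for names, for neighbouring genes, for the words that stand in place of GO terms and for the choice of MIR genes. The genes named are those the paper measures or names as regulated (JANUS, the miRNA biogenesis genes, the miRNA targets, the genes with intron retention, WOX2, PIN7 and the MIR genes of its figures), and the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 10 CPM and both janus-2 libraries beyond both Col-0 libraries. For miRNAs they are the entries of Figure 2E, miR162 and miR398, and the 3 largest rises and falls among called miRNAs with a mean of at least 100 CPM. Alternatives changed the normalization (DESeq2's size factors, table totals, upper quartiles, divisors recovered from Supplementary dataset 1), the tool (DESeq2, limma-trend), the filter, the fold threshold, the background of overlaps, a replicate block, and each library in turn. The divisors were recovered by least squares from the values of Supplementary dataset 1 and the deposited counts. Supplementary dataset 2 was held only in part and no test was run on it. GO terms were not used here, since the annotation used carries none.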

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

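All tests of this part were chosen only after the rises were seen.

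Rises of miRNAs that the paper's text does not discuss were far above the Col-0 libraries. The log2 fold change of miR843 was 5.76, with 66 and 68 counts in Col-0 and 3183 and 3010 in janus-2. Those of miR395e and miR395a were 5.02 (5.019 for both), with 84 and 28 counts of each in Col-0 and 1449 in the first janus-2 library. Library scaling was excluded as the cause, since the lowest log2 fold change of the 3 under the other scalings was 4.60. Partial sharing of reads with another entry was not tested. Full sharing was excluded for miR843, which had 0 other entries with counts within 10% of its own in all 4 libraries. For miR395e and miR395a, 2 other entries each had such counts, so that the rise is a rise of 1 group of shared reads and cannot be assigned to a member. A biological difference between the genotypes, such as another mix of organs in the inflorescences, stays open and was not tested for these miRNAs.

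Rises of genes that the paper's text does not discuss were as large. The log2 fold changes were 7.67 for GPT2, 7.53 for AT3G44970 and 6.92 for AT1G62510, and the lowest of the 3 under the other scalings was 6.85. Reads of a neighbouring gene were excluded for GPT2, whose higher counted neighbour BGLU45 stood at 9.93% of its level in janus-2, although BGLU45 itself rose by 3.98 on the log2 scale. They were also excluded for AT3G44970, where this share was 12.9%. For AT1G62510 the counted neighbour AT1G62500 stood at 85.0% of its level but fell in janus-2 by 1.91 on the log2 scale. AT1G62510 and its overlapping gene AT1G62515, which is not counted in the table, cannot be told apart, since the use of strand in counting is not stated. The number for AT3G44970 rests on 4 and 9 counts in Col-0, and was 7.18 without Col-0 replicate 1 and 8.10 without Col-0 replicate 2. That for AT1G62510 was 7.58 without Col-0 replicate 2. A biological difference between the genotypes stays open and was not tested.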

How the results depend on the processing

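Alternatives are those fixed in advance, except scaling by all aligned reads, the restriction to the miRNAs listed in Supplementary dataset 1, the crossed replicate block and the alternatives of the gene lists, which were chosen after seeing the data.

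The balance of lower and higher miRNAs depended on the scaling. Against 43 lower and 55 higher miRNAs, scaling by all aligned reads gave 83 lower and 43 higher, and DESeq2 gave 37 lower and 36 higher. With 1 entry per numbered family, which tests 144 entries, 26 were lower and 29 higher. Scaling by table totals (51 and 45), the divisors of Supplementary dataset 1 (60 and 46), no filter beyond 1 count (46 and 59) and a fold threshold of 1.5 (43 and 48) stayed within 1.5 times the main counts. The median log2 ratio, 0.11 with TMM, was -0.068 with table totals, 0.021 with DESeq2's size factors, -0.10 with the divisors, -0.22 with all aligned reads, -0.67 over the listed miRNAs and -0.87 over the listed miRNAs with the divisors. The share of miRNAs below 0, 43.8% with TMM, was 52.0%, 48.7%, 53.6% and 61.8% under the first 4 of these, 60.9% over the listed miRNAs with either scaling, 46.4% with no filter beyond 1 count and 42.4% with 1 entry per family. Leaving out each library gave medians from 0.0029 to 0.15 and shares from 43.1% to 50%, with the value nearest 0 and the highest share both without janus-2 replicate 2. These scalings shifted the log2 fold changes of all miRNAs by a median of -0.18 (table totals), -0.22 (divisors) and -0.35 (all aligned reads). The sign of the median depended on the scaling. TMM, DESeq2's size factors and table totals are taken from the miRNA counts and would remove a fall shared by all miRNAs. Scaling by all aligned reads would keep such a fall, unless the other reads changed as well. Other causes of the difference between scalings were not tested.

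With another scaling the log2 fold changes of 4 named miRNAs, none past the threshold, changed sign. That of miR162a-3p was -0.045 with the divisors and -0.16 with all aligned reads, that of miR162b-3p -0.073 and -0.19, and that of miR173-3p -0.10 with all aligned reads. That of miR399c-5p was -0.10 with table totals, -0.15 with the divisors, -0.26 with all aligned reads and -0.0048 with DESeq2's size factors. Leaving out 1 library changed the sign of 4 named miRNAs. That of miR172a was 0.051 without janus-2 replicate 2, that of miR399b 0.056 without Col-0 replicate 2, that of miR399f 0.0027 without Col-0 replicate 1, and that of miR399c-5p -0.046 without Col-0 replicate 1 and -1.11 without janus-2 replicate 1. In 5 other cases a named miRNA passed the threshold in addition. Of the named genes, none changed sign with the scaling, 5 cases lost the threshold and 2 gained it. The genes that lost it were CBP80, DDL and ARF17, whose changes were small. Of the leave-one-out values of named genes and miRNAs, 14 and 3 moved by more than the replicate spread, and MIR171c, which was not called, changed sign without Col-0 replicate 2 (0.29).

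The counts of lower and higher genes (6244 and 4258) stayed within 1.5 times under DESeq2, table totals, upper quartiles, the other filters, limma-trend and a test against a fold of 1.5, from 4465 to 6705 lower and from 3186 to 4411 higher genes. With no fold threshold they were 9778 and 9324. The median log2 fold change of all tested genes, -0.019, was -0.034 with total counts, -0.0228 with DESeq2's size factors and -0.087 with upper quartiles, and from -0.0228 to -0.017 across the fits without 1 library. The medians of the tapetum, photosynthesis, and ovule and carpel lists were -3.30, -0.030 and -0.54 with upper quartiles, and that of the pollen list moved by less than its spread. The median of the photosynthesis list was -0.013 without Col-0 replicate 1 and 0.088 without Col-0 replicate 2.

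The replicate numbers are shared between the genotypes, but neither the paper nor the labels say that a number marks a shared batch. The deviations of same-numbered libraries had a correlation of -0.01 for mRNA and -0.14 for small RNA. With the replicate block, 6180 genes were lower and 4224 higher, and 41 miRNAs were lower and 49 higher. With the crossed block for small RNA, chosen after seeing the data, 50 miRNAs were lower and 58 higher.

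The odds ratio of splicing-defective genes among lower genes, 1.29, was 1.14 with all genes of Supplementary dataset 4 (p = 0.0926 from Fisher's exact test). The genes that Supplementary dataset 4 adds to the list are the 154 tested genes with higher scores. Only 29 of these were lower, a smaller share than the 27.2% of all tested genes, which brings the odds ratio down to 1.14. Among higher genes the odds ratio, 1.03, was 0.975 with no fold threshold (p = 0.779 from Fisher's exact test), neither past the threshold. The number of genes at the floor in janus-2, 1, was 3 with a floor of 10 counts and 11 over all genes with lower 3S scores. The median log2 fold change of genes with a score of 0, -3.46, was -0.068 over all genes with lower 3S scores, and from -3.59 to -3.55 without 1 janus-2 library.

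Not run were the alternatives for normalized units, since the files hold counts, and those for GO terms. Of the 178 MIR genes only 31 passed the filter on low counts, and the reason was not tested.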

Differences from the paper's values

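The median log2 ratio of the miRNAs in Supplementary dataset 1 is the paper's -0.87, and the median over the 304 tested miRNAs was 0.11. None of the alternatives set before the data were examined closed the gap, with medians from -0.10 (divisors recovered from Supplementary dataset 1) to 0.15 (without janus-2 replicate 1). The listed miRNAs scaled by the divisors, an alternative chosen after seeing the values, gave -0.87, and the listed miRNAs with TMM scaling gave -0.67.

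The paper states that miRNAs were globally reduced, while 43 miRNAs were lower and 55 were higher here with TMM scaling. TMM and DESeq2's size factors set the miRNAs against each other. Counts from these scalings therefore cannot speak against a fall shared by most miRNAs. The direction of the imbalance between lower and higher miRNAs depended on the scaling. It was 51 lower and 45 higher with table totals, 60 and 46 with the divisors, and 83 and 43 with all aligned reads. DESeq2 gave 37 and 36. Figure 2E shows miR173, miR172a, miR399 and miR156d reduced by RT-qPCR, while the log2 fold changes of miR173-5p, miR172a, miR399c-3p and miR156d-5p in the sequencing were 0.66, -0.15, -0.44 and -0.67 without passing the threshold. The first 3 depended on single libraries. That of miR173-5p was 1.06 without Col-0 replicate 1 and 0.35 without Col-0 replicate 2, that of miR172a -0.55 without janus-2 replicate 1 and 0.051 without janus-2 replicate 2, and that of miR399c-3p -0.037 without Col-0 replicate 2 and -0.77 without janus-2 replicate 2. With scaling by all aligned reads, chosen after seeing the values, miR156d-5p passed the threshold at -1.01, and so did miR156d-3p (-0.95) and miR399a (-1.40). Of miR167a, also reduced in that figure, the 3p arm passed only with the divisors (-1.11) and with all aligned reads (-1.22). The paper states that genes for RNA splicing, embryo development, ribonucleoprotein complex assembly and DNA repair were enriched among down-regulated genes, while its Supplementary dataset 3 gives the paper's fold enrichments of 0.26, 0.55, 0.42 and 0.59 for these terms, and 1 of 31 genes named for splicing was lower here. It lists meiotic cell cycle for up-regulated genes, with the paper's fold enrichment of 0.46. The MIR158a transcript is shown as higher in Figure 3A, while its counts here, 4 and 1 in Col-0 and 6 and 1 in janus-2, are too low to tell.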

Other observations

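Apart from the comparison of MIR genes with random lists and the pollen and tapetum lists, the tests of this part were chosen only after the result was seen. The median of the MIR genes had been seen before their comparison with random lists. The pollen and tapetum lists were fixed before the data were examined, and their other scalings were chosen after seeing the data.

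The values of Supplementary dataset 1 equal the mean of the deposited miRNA counts after each library's counts are divided by 1 number, with a largest error of 0.0072%. The divisors recovered were 0.930 and 1.08 for Col-0 and 1.04 and 0.962 for janus-2. They differ by at most 0.146% from DESeq2's size factors of the 4 mRNA libraries, 0.929, 1.08, 1.04 and 0.963. They differ by up to 14.0% from the size factors of the small RNA counts, 1.08, 1.06, 1.00 and 0.936, which excludes these as their source. A possible explanation is that the miRNA values were divided by the size factors of the mRNA libraries with the same names. How the divisors were made was not tested further, and the paper's text names another normalization.

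The lower median of Supplementary dataset 1 may come from which miRNAs it lists. With TMM scaling the listed miRNAs still had a median of -0.67, so that library scaling does not account for it alone. With the divisors of the list, the 183 tested miRNAs outside the list had a median of -0.00097, as a choice of the listed miRNAs would need, and with TMM scaling their median was 0.23. How the listed miRNAs were chosen is not stated in the paper's text. In tests tried for this after the data were seen, 109 of the 128 listed miRNAs had an unadjusted p of at most 0.05 with DESeq2 and the size factors of the small RNA counts, 105 with DESeq2 and the divisors, and 102 with edgeR's exact test, among 117, 109 and 132 such miRNAs in the table. None of these returned the list itself. The most abundant of the miRNAs with large rises, miR773a, named after its values were seen, went from 2972 and 2194 counts in Col-0 to 62668 and 65366 in janus-2, a log2 fold change of 4.88 (adjusted p = 5.59e-07 from edgeR's quasi-likelihood test).

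Genes with a 3S score of 0 in janus-2 may have lost their score with their reads. Their median janus-2 count was 46.5, against 1522 for the other genes with lower scores. A score of 0 was given for 46 of the 96 listed genes with a mean janus-2 count under 100 (47.9%), and for 17 of the 567 others (3.00%). Intron retention with no loss of transcript is excluded for most of them, since 87.3% were called lower, and stays open for the rest. In the other direction, of the genes with a score of 0 in Col-0 81.8% were called higher, against 19.6% of the other genes with raised scores. The number of junction reads behind each score was not analysed here. ARF17, SPL4 and DA2, which the paper examined by RT-PCR, are not such genes, and DA2 (AT1G78420) had a log2 fold change of 0.57 (adjusted p = 7.67e-57 from edgeR's quasi-likelihood test).

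Pollen and tapetum genes were far lower in the janus-2 libraries, although most were still detected. Only 2 pollen genes and 1 tapetum gene were at or under 3 counts in both janus-2 libraries. All 39 tested genes of these lists were lower in both janus-2 libraries and 0 were higher. The most abundant of them, VGD1 for pollen and GRP17 for the tapetum, fell from 1902 to 4.87 CPM and from 1919 to 16.2 CPM. Library scaling was excluded, since the higher of the medians under the other scalings was -3.23. Fewer pollen and tapetum cells in the sterile flowers and a direct effect of JANUS on these genes cannot be told apart here, since the fall of these genes is what both would give. The share of all lower genes that follows from absent cells was not measured. None of these genes was picked from these libraries, and how many of them other organs of the inflorescence also express was not measured.

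The MIR genes, whose transcripts the paper measured by RT-qPCR, were mostly lower. Of 31 tested, 16 were lower and 2 higher at an adjusted p of at most 0.05, with a median log2 fold change of -0.96. Library scaling was excluded, since the highest median under other scalings was -0.96. Of 10000 random gene lists matched on mean expression, 6143 had a median as low. The mean used for matching covers both genotypes and is itself reduced by a fall in janus-2. The comparison therefore cannot show whether low expression accounts for the median. Of the genes the paper names, MIR167a (-1.77), MIR172b (-2.72), MIR168a (-1.69), MIR171a (-2.20), MIR171b (-1.04) and MIR159b (-0.64) were lower (adjusted p = 0.000129, 3.32e-08, 0.000519, 0.00143, 0.00295 and 3.37e-05 from edgeR's quasi-likelihood test). MIR172a (-0.66, adjusted p = 0.0521 from edgeR) passed the threshold on the adjusted p only with total counts (-0.68) and upper quartiles (-0.73), and MIR171c (-0.25, adjusted p = 0.650 from edgeR, and 0.29 without Col-0 replicate 2) did not, while MIR169i, MIR173 and MIR408 had 0 counts in all 4 libraries. A change of the mature miRNA in the same direction was seen in 20 of 28 pairs (71.4%). Whether MIR gene and mature miRNA move together cannot be told apart from chance here, since members of a family share reads and the pairs are few.

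The genes examined by RT-qPCR had the following values in the RNA-seq. Among miRNA targets the log2 fold changes were 0.63 for ARF6, 0.65 for AP2, 2.90 for TOE1, 1.02 for TAS2 and 0.78 for PHO2, all higher in both janus-2 libraries. Among miRNA biogenesis genes they were -0.084 for CBP20, 0.074 for CBP80, -0.37 for DCL1, 0.15 for DDL, -0.33 for HEN1, 0.54 for HYL1 and 0.56 for SE, none of them with the fold change of 1.5 needed for a call. With upper-quartile normalization CBP80 (0.0057) and DDL (0.085) were no longer past the threshold on the adjusted p, nor was CBP80 with total counts (0.058) or DESeq2's size factors (0.070). PIN7 had a log2 fold change of -0.12, and WOX2 one of 2.81 on 4 and 7 counts in Col-0 and 30 and 48 in janus-2.

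The spread between the mRNA replicates was a similar multiple of the sampling noise up to 10000 counts in the pair and larger above. In Col-0 the chi-square per degree of freedom was 2.21 for genes with 20 to 100 counts in the pair, 2.19 from 1000 to 10000 counts and 3.60 above 10000, and in janus-2 it was 2.13, 2.25 and 4.26. In the small RNA libraries of Col-0 it rose from 3.59 to 236 and 713 over the same classes, and in those of janus-2 from 2.16 to 46.6 and 326. Counting both mates of a pair was excluded for mRNA, since even counts were only 1.05 times as frequent as odd counts among counts of 3 to 21. No biological explanation was tested, and the adjusted p-values of mRNA describe the difference of these libraries with this spread.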
